# Proteome-scale tagging and functional screening in mammalian cells by ORFtag

**DOI:** 10.1038/s41592-024-02339-x

**Published:** 2024-07-05

**Authors:** Filip Nemčko, Moritz Himmelsbach, Vincent Loubiere, Ramesh Yelagandula, Michaela Pagani, Nina Fasching, Julius Brennecke, Ulrich Elling, Alexander Stark, Stefan L. Ameres

**Keywords:** High-throughput screening, Genetic mapping, Molecular engineering, Synthetic biology

## Abstract

The systematic determination of protein function is a key goal of modern biology, but remains challenging with current approaches. Here we present ORFtag, a versatile, cost-effective and highly efficient method for the massively parallel tagging and functional interrogation of proteins at the proteome scale. ORFtag uses retroviral vectors bearing a promoter, peptide tag and splice donor to generate fusions between the tag and endogenous open reading frames (ORFs). We demonstrate the utility of ORFtag through functional screens for transcriptional activators, repressors and posttranscriptional regulators in mouse embryonic stem cells. Each screen recovers known and identifies new regulators, including long ORFs inaccessible by other methods. Among other hits, we find that Zfp574 is a highly selective transcriptional activator and that oncogenic fusions often function as transactivators.

## Abstract (web summary)

This work presents ORFtag that enables proteome-wide functional screens by tagging and overexpression of endogenously encoded proteins via randomly integrated cassettes.

## Main

Proteins are central to almost all cellular processes, but their biochemical diversity often hinders systematic studies of protein function. Genetic loss-of-function screens—such as CRISPR–Cas9 and CRISPRi screens—are powerful methods for identifying genes involved in specific cellular processes, but typically do not provide direct insight into protein function^1^. They are also often hampered by functional redundancy and the essentiality of many genes. Conversely, sufficiency-based assays allow the direct determination of protein function^2,3^. However, current systematic methods rely on the delivery and expression of open reading frame (ORF) libraries (ORFeomes)^4,5^, which are not only costly and difficult to maintain, but also tend to favor shorter ORFs (<5 kb) due to limitations in DNA synthesis, cloning, viral packaging and delivery into cells^2^. Engineering of native gene locations can overcome these limitations^6^ and recent CRISPR–Cas9 techniques for systematic gene tagging have scaled to as many as 1,300 genes^7–13^, but achieving genome-wide coverage remains challenging. Here we present ORFtag, a versatile approach that allows for the massive, parallel and proteome-scale tagging and overexpression of endogenous genomically encoded ORFs.

## Results

### ORFtag overview

ORFtag is based on insertional elements such as retroviral vectors containing a constitutively active promoter, a selection gene and a functional tag of interest followed by a splice donor sequence (Fig. 1a and Extended Data Fig. 1). Upon large-scale transduction of cultured cells, ORFtag cassettes randomly integrate into the genome and drive the transcription of nearby endogenous gene loci by splicing of the functional tag to splice-acceptor sites downstream of the integration site, creating near N-terminal fusion proteins. 

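ORFtag RNA-seq reads the transcripts that leave the cassette. It was applied to the activator screen, in which mES cells carrying the TetO reporter were transduced with the mix of cassettes, and 1 library was made from 40000000 expanded GFP-positive cells (the sorted library) and 1 from 40000000 background cells (the unsorted library). After reverse transcription with random primers, cDNA was amplified from within the tag by seminested PCR, so that each read starts in the tag and runs across the splice donor. The authors assigned each read to a cassette by the sequence at its start, removed this constant part, mapped the rest to the mouse genome (mm10) and deposited, without normalization, the number of reads (counts) of every distinct alignment. Beside each alignment they listed the exons of protein-coding genes that it overlaps, the corrected phase of these exons and the phase that the cassette requires. The sorted library holds 26512570 mapped reads and the unsorted library 36259369. The mapped part is 37 nt long for the cassette of frame 1, 36 nt for frame 2 and 35 nt for frame 3. Alignments of untrimmed reads carry no cassette; they held 5.42% of sorted and 5.28% of unsorted reads and were left out. An alignment that overlaps several exons was counted once. Of the remaining reads, 23898985 of 25076611 in the sorted library (95.3%) and 10997986 of 34343824 in the unsorted library (32.0%) lay on exons of protein-coding genes. These exon reads fell on 2555 genes in the sorted and 11737 genes in the unsorted library. The sorted number moved most with a minimum of 10 reads per gene, to 1147, and the unsorted number with in-frame reads only, to 10432. The 10 most-read genes held 73.9% of the sorted exon reads and 6.60% of the unsorted exon reads. With each combination of cassette and acceptor exon counted once, the 10 genes with the most combinations held 3.26% and 0.777% of the combinations. There is 1 library per condition, so no value has a replicate error and no difference between sorted and unsorted cells could be tested. Intervals are 95% Wilson intervals over reads; since PCR reads without molecular identifiers are not independent molecules, they cover counting error only.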

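The position at which a read enters the genome was set against the splice acceptors of GENCODE release M21, which is on the same build as the release used in the paper. In the sorted library, 96.2% of exon reads (95% interval 96.18 to 96.19%) started exactly at the first nucleotide of an annotated acceptor exon, and in the unsorted library 95.7% (95.70 to 95.73%). Without the 10 most-read genes these shares were 87.6% and 95.5%, so the order of the libraries turned. Exon 2 is the first exon of a transcript that has an acceptor. A read was counted there when any exon it overlaps has this number in any transcript. Exons with a higher number in other transcripts are thus included, such as an acceptor of Maml2 (exon 2 or 3, 525666 sorted reads), and the shares are upper bounds. Exon 2 took 67.5% of sorted (67.53 to 67.57%) and 57.8% of unsorted exon reads (57.76 to 57.82%). The sorted value rests on few genes: without the 10 most-read genes it was 36.9%, whereas the unsorted value was 57.6%. Reads at annotated acceptors were also placed along the coding sequence of the transcript. Over 90% of the coding sequence lay downstream of the acceptor for 54.5% of sorted and 44.1% of unsorted reads, and the whole coding sequence for 28.2% and 17.8%. The median share of the coding sequence kept was 96.9% in the sorted and 85.1% in the unsorted library. Without the 10 most-read genes, over 90% was kept in 37.2% of sorted and 45.0% of unsorted reads, which reverses the order of the libraries. The most-read acceptor of Stra8 (ENSMUSG00000029848), the gene with the most sorted reads, starts at nucleotide 34927719 of chromosome 6 on the plus strand, in the exon with the start codon, and was joined to the frame 1 cassette in 2475651 sorted and 3935 unsorted reads. In Pxn (ENSMUSG00000029528), the second most-read gene, 3752052 sorted reads joined the frame 2 cassette to exon 2 on chromosome 5 at nucleotide 115544343, plus strand, which leaves 99.3% of the coding sequence in the fusion. Reads placed on a first exon alone made up 2.83% of sorted and 2.16% of unsorted exon reads. Of the sorted ones, 87.8% came from 1 alignment in Tsx. Without the 10 most-read genes, which do not include Tsx, the shares were 10.8% and 2.31%.

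**Figure D1:**
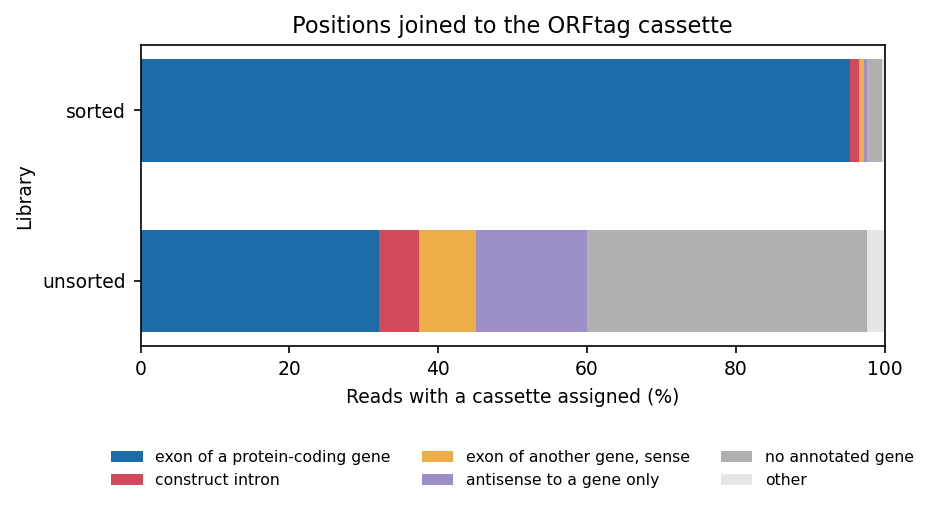
Share of reads with a cassette assigned (x axis, percent) by the kind of position that follows the cassette, for the sorted and the unsorted library (1 library each, so no error bars). Exons of protein-coding genes take 95.3% of the sorted and 32.0% of the unsorted reads, and positions without an annotated gene make up the largest part of the rest in both libraries.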

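Whether the cassette of a read matched the exon it was joined to was determined for the 23821806 sorted and 10912081 unsorted reads on exons with a phase. A read was counted as in frame when the phase required by its cassette equalled the corrected phase of any exon it overlapped. In the sorted library, 98.7% of reads were in frame (95% interval 98.69 to 98.70%). In the unsorted library, the share was 71.7% (71.68 to 71.73%). If cassette and phase were independent within a library, given how often each occurs, 46.4% of the sorted and 37.1% of the unsorted reads would be in frame. Shuffling the cassettes over the reads 10000 times gave at most 46.5% and 37.2%; the shuffle, like the intervals and Fisher's test below, takes PCR reads as independent and so covers counting error only. By cassette, 98.7%, 99.1% and 96.4% of sorted reads were in frame for frames 1, 2 and 3, and 76.4%, 73.4% and 60.4% of unsorted reads. The libraries differed by 27.0 percentage points (95% interval 26.97 to 27.02). Fisher's exact test on the reads (two-sided, odds ratio 29.9) gave a p-value below 2.2e-308, the smallest number that could be computed; it compares these libraries and not the conditions, for which there is no replicate. The choice that moved both shares most was counting each combination of cassette and acceptor exon once, whatever its number of reads: 65.1% of 3779 combinations were then in frame in the sorted library (63.6 to 66.6%) and 54.0% of 40307 in the unsorted library (53.5 to 54.5%), a difference of 11.1 percentage points. The difference itself shrank most with genes of at least 10 reads weighted equally, where the shares were 71.6% over 1143 sorted and 68.0% over 10876 unsorted genes, a difference of 3.63 percentage points. Without the 10 most-read genes of each library, the shares were 97.5% and 71.3%. In the paper's methods, the frame of the cassette is set against the corrected phase of the assigned exon to assess whether the spliced transcript encodes an in-frame product, and the paper refers to Extended Data Fig. 2a–d as its analysis of pooling 1 cassette per frame.

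**Figure D2:**
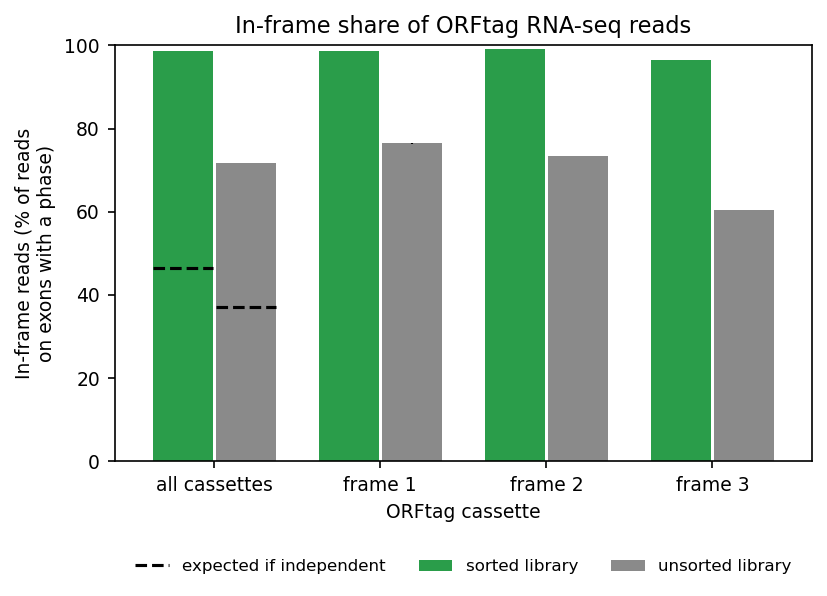
In-frame reads (y axis, percent of reads on exons with a phase) for all cassettes together and for each cassette, in the sorted (green) and unsorted (grey) library; there is 1 library per condition, error bars are 95% Wilson intervals and are mostly thinner than the lines, and dashed lines mark the share expected if cassette and phase were independent. The sorted library lies between 96.4% and 99.1% for every cassette, and the unsorted library between 60.4% and 76.4%.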

Since splice-acceptor sites within protein-coding exons can be in any one of three ORFs, a 1:1:1 mix of cassettes, one for each of the three ORFs, is used to perform pooled screening (see Extended Data Fig. 2a–d for an analysis and validation of this approach). ORFtag can be used to generate fusions of endogenous ORFs with a wide range of functional tags and it is compatible with diverse functional readouts including reporter-based positive selection by fluorescence-activated cell sorting (FACS). In the selected cell population, tagged genes are then identified by mapping integration sites using inverse PCR (iPCR) followed by next-generation sequencing (NGS) and by assessing the enrichment of insertions for each gene between selected and background samples^14^.

**Fig. 1:**
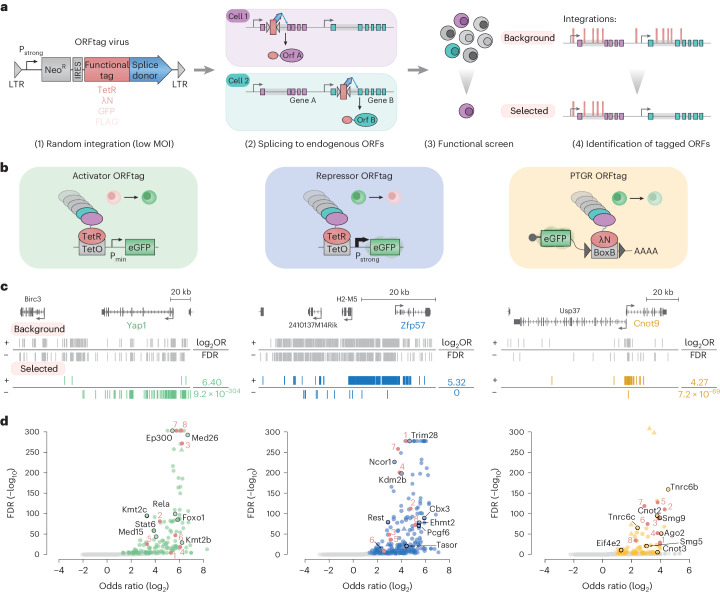
ORFtag is a versatile tool for proteome-wide functional assays. **a**, Overview of the ORFtag approach. MOI, multiplicity of infection; P_strong_, strong promoter. **b**, Schematic view of three different screens for transcriptional activators (green), repressors (blue) or PTGRs (yellow). eGFP, enhance GFP; P_min_, minimal promoter. **c**, Genome browser screenshots of ORFtag integration sites (vertical lines) in positive (+; top) or negative (–; bottom) strand direction, before (background; gray) and after FACS selection at the genomic locus of each activator (Yap1; green), repressor (Zfp57; blue) and PTGR (Cnot9; yellow) hit emerging from ORFtag screens in mES cells. The log_2_ odds ratio (log_2_OR) and FDR are indicated. **d**, Volcano plots highlighting known (black circles, names) and validated (marked red; Fig. 2d) hits for the three screens. Triangles indicate hits with unusual insertion patterns (Methods). Hits were identified using a one-tailed Fisher’s exact test on merged replicates. *P* values were corrected using the FDR method, with hits defined by FDR < 0.001 and log_2_ odds ratio ≥1.

### Three functional screens benchmark ORFtag

To benchmark the ORFtag method, we performed a functional screen for transcriptional activators in mouse embryonic stem (mES) cells in two biological replicates (Fig. 1b and Extended Data Fig. 1). We systematically fused proteins to the DNA-binding domain of the bacterial tetracycline repressor (TetR), enabling their recruitdment to TetO binding sites located upstream of an integrated green fluorescent protein (GFP) reporter containing an inactive minimal promoter. To ensure that each cell expressed only one tagged ORF, we transduced reporter cells with retroviruses carrying ORFtag cassettes at low multiplicity of infection followed by selection. Cells with increased GFP expression, which control experiments attributed to the recruitment of candidates to TetO binding sites (Extended Data Fig. 2e,f), were isolated by FACS and insertion sites in the pool were determined by iPCR-NGS (Fig. 1a and Extended Data Fig. 1). Finally, we identified genes at which insertions were statistically over-represented in the sorted samples (‘selected’) compared to the nonselected background dataset (‘background’) by assigning each integration to the nearest downstream splice acceptor-containing exon of genomically encoded protein-coding genes (Fig. 1a, Methods and Supplementary Table 1).

We also performed a screen for transcriptional repressors, for which the GFP reporter was constitutively active and cells with reduced GFP expression were isolated by FACS (Fig. 1b and Extended Data Fig. 1), and a screen for posttranscriptional gene regulatory (PTGR) proteins (both screens in two replicates). For the latter, candidate ORFs were tagged with the lambda phage N (λN) protein to recruit them to boxB sites in the 3′ untranslated region (UTR) of a constitutively expressed GFP-encoding reporter messenger RNA (mRNA). Cells with reduced GFP expression indicated that tagged proteins repress GFP expression at the posttranscriptional level (Fig. 1b and Extended Data Fig. 1).

For each of the three screens, we found a prominent, screen-specific enrichment of insertions at positive control genes, exemplified by the transcriptional coactivator Yap1 (for the activator screen), the KRAB domain-containing Zfp57 (repressor) and the mRNA deadenylase complex subunit Cnot9 (PTGR) (Fig. 1c). In total, we identified 139 putative transcriptional activators, 207 repressors and 77 PTGR proteins using stringent thresholds (false discovery rate (FDR) <0.1%, log_2_ odds ratio ≥1; Supplementary Table 1 provides enrichment and FDR values for all genes, allowing analyses with relaxed cutoffs). Activator hits include several known transcriptional activators, such as p65, Ep300, Mediator complex subunits and all Kmt2(a-d) histone methyltransferases, which could not be screened previously due to their long ORFs of up to 17 kb (Fig. 1d and Extended Data Fig. 3a). Repressor hits include 75 KRAB zinc-finger repressors and their corepressor Trim28, HP1 family proteins, H3K9 methyltransferases and Polycomb repressive complex components (Fig. 1d and Extended Data Fig. 3a). Finally, the PTGR screen identified core components of the microRNA (Ago2, Tnrc6a/b/c) and nonsense-mediated decay (Smg1, Smg9, Upf2) pathways, members of the Ccr4-Not deadenylation complex (Cnot2, Cnot3, Cnot9) and translation inhibitors (Eif4e2, Eif4enif1) (Fig. 1d and Extended Data Fig. 3a).

While ORFtag integrations were highly reproducible for each screen (Extended Data Fig. 3b), the hits from the three different biological assays showed almost no overlap, indicating that ORFtag does not lead to the recurrent and artifactual detection of nonspecific genes (Fig. 2a and Extended Data Fig. 3c). Consistent with this, the activator and repressor screen hits were highly enriched for proteins containing activating or repressive domains, respectively, and both protein sets share a significant enrichment for known transcription factors. Moreover, the activator screen hits were specifically enriched for proteins identified by the ORFeome screen for transcriptional activators^2^ (Fig. 2b and Extended Data Fig. 3d), and only PTGR hits were enriched for known RNA-binding proteins (Fig. 2b). In addition, the genes identified by the three screens were enriched for different gene ontology (GO) terms and protein domains, all of which are consistent with their associated functions (Fig. 2c). Taken together, these results indicate that ORFtag is compatible with diverse functional assays and delivers assay-specific hits.

**Fig. 2:**
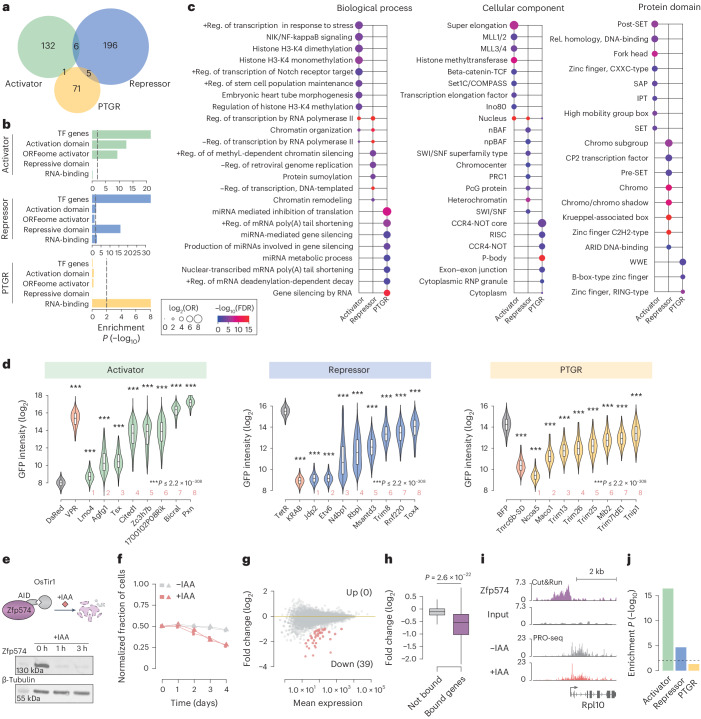
ORFtag interrogates protein function with high specificity. **a**, Overlap between activator (green), repressor (blue) and PTGR (yellow) hits. **b**, Enrichment of screen hits for human homologous genes with annotated DNA binding, activation, repressive domains and RNA-binding proteins. Additionally, activator screen hits are enriched for the ORFeome activator hits, although with only a limited overlap (*n* = 15; Extended Data Fig. 3d). Enrichment was assessed using a one-tailed Fisher’s exact test (alternative = ‘greater’), with intronic protein-coding genes as the background. TF, transcription factor. **c**, Top enriched protein domains, biological process and cellular component GO terms for activator, repressor and PTGR hits. Enrichment was assessed using a one-tailed Fisher’s exact test (alternative = ‘greater’), with intronic protein-coding genes as the background. *P* values were adjusted for multiple testing using the FDR method. miRNA, microRNA; reg., regulation. **d**, Independent validation of select screen hits. GFP intensity measured by flow cytometry in reporter cell lines stably expressing the indicated full-length proteins fused to TetR (activator, repressor) or λN (PTGR); one-sided Wilcoxon test (alternative = ‘greater’ for activator, and ‘less’ for repressor/PTGR hits), ***P ≤ 2.2 × 10^−308^. The sample size was 25,000 cells for each validation, except for N4bp1 (*n* = 5,766) and Trim8 (*n* = 3,775). Refer to Fig. 1d for the position of the hits in the volcano plot. Box plots show the median (line), upper and lower quartiles (box) ± 1.5 × interquartile range (whiskers); outliers are not shown. **e**, Schematic view of Zfp574 rapid depletion using AID. Western blot analysis demonstrates the rapid depletion of Zfp574 following treatment with IAA. This result was consistently observed in two independent experiments. **f**, Cell viability timecourse in the presence (−IAA, in gray) or absence of Zfp574 (+IAA, in red). Shown are two biological replicates. **g**, MA plot showing PRO-seq fold changes (log_2_) after 6 h depletion of Zfp574. Significantly up- (0) or downregulated (39) genes are highlighted in red. **h**, PRO-seq fold changes (log_2_) of not-bound (*n* = 12,381) versus Zfp574 promoter-bound genes (*n* = 105) after Zfp574 depletion; two-sided Wilcoxon test. Box plots show the median (line), upper and lower quartiles (box) ± 1.5 × interquartile range (whiskers); outliers are not shown. **i**, Zfp574 Cut&Run and PRO-seq screenshots at the Rpl10 locus. **j**, Enrichment of screen hits for genes that were identified as part of oncogenic fusions. Source data

### ORFtag recovers known and identifies novel regulators

To experimentally validate the screen results at the level of protein-inherent functionality, we selected eight hits from each screen across a wide range of enrichment scores, focusing on hits for which a direct function in transcriptional activation or repression or in PTGR had not been demonstrated. We individually cloned and transduced each hit fused to the respective TetR or λN tags, and tested whether this was sufficient to regulate the respective reporters. All candidates tested, including hits that were not previously linked to the respective biological processes, could be validated in recruitment assays together with previously known regulators, confirming that ORFtag screens are highly specific and have low false positive rates (Fig. 2d). For example, recruitment of the annotated cytoskeletal protein Pxn or the uncharacterized protein 1700102P08Rik was sufficient to strongly activate transcription, whereas the E3 ubiquitin ligase Trim8 and the uncharacterized protein Msantd3 were sufficient to repress transcription. By contrast, the neuronal activity-associated protein Maco1 and the E3 ubiquitin ligase Trim13 were sufficient to repress reporter gene expression when recruited to the 3′ UTR of an mRNA.

To assess the potential of ORFtag in assigning cellular roles to uncharacterized proteins, we sought to investigate the endogenous function of the zinc-finger protein Zfp574, which ORFtag specifically identified as a transcriptional activator. Using the auxin-inducible degron (AID) system (Fig. 2e), we showed that depletion of Zfp574 results in a notable growth defect (Fig. 2f), indicating that Zfp574 is essential for cellular fitness. Rapid depletion of Zfp574 followed by PRO-seq further revealed that Zfp574 functions strictly as a transcriptional activator, consistent with the ORFtag results (39 genes go down, and 0 genes go up after depletion of Zfp574 at FDR ≤ 0.05 and a fold change ≥2) (Fig. 2g). Cut&Run for Zfp574 identified 140 binding sites genome-wide, most (87.9%) of which are located in promoter-proximal positions (±500 bp around the gene transcription start sites (TSSs)), and transcription of the promoter-bound genes was strongly affected after Zfp574 depletion (Fig. 2h,i). Thus, Zfp574 is a selective transcriptional activator that specifically binds and activates a small set of genes that support cell fitness. Taken together, our results demonstrate that ORFtag, coupled with functional assays, provides a robust and powerful method for the high-throughput assignment of protein function.

### ORFtag assays biochemical function rather than cellular role

Some identified hits may regulate gene expression in ORFtag assays without necessarily doing so endogenously. This underscores the distinction between the inherent biochemical function of a protein (as evaluated here) and the protein’s role within the cell^1^. In fact, the process of tagging and/or chromatin- or RNA-tethering alters a protein’s expression level and can overwrite a protein’s usual cellular function and localization within the cell (for example N-terminal signaling peptides can be bypassed, replaced or overwritten by ORFtag). These hits are valuable because their ability to activate and/or repress gene expression in principle is highly relevant, for example in cancer, when chromosomal rearrangements create oncogenic fusion proteins. Indeed, among our hits is the ortholog of the oncogene *C3orf62*, recently described by a tethering-based approach to be an activator^2^. We systematically compared the ORFtag hits with their human orthologs and found that oncogenes are enriched among activators and, to a lesser extent, repressors but not among posttranscriptional regulators (Fig. 2j). These include, for example, *Zc3h7b* and *D630045J12Rik* (*KIAA1549* in human), which can function as activators, and *Gm10324* that can function as a repressor, highlighting that oncogenic fusions can recruit unrelated genes to function in gene regulation.

### ORFtag leads to near-N-terminal tagging of most genes

Having established that retroviral integration sites represent indeed successful ORF tagging events that score in functional assays, we undertook a systematic and critical evaluation of ORFtag’s ability to comprehensively and reproducibly tag proteins. Comparison of the retroviral integration sites from six independent transductions, performed in three different laboratories, revealed that, regardless of the protein tag used, experimental cassettes integrated in a similar distribution across the genome and the number of insertions per genomic region were highly correlated (Pearson correlation coefficient (PCC) ≥ 0.84) (Extended Data Fig. 3b). ORFtag integrations were enriched near TSS, a well-known feature of retroviral vectors^14^, allowing the tagging of near full-length proteins (Fig. 3a and Extended Data Fig. 4a). Assigning each integration to a gene locus revealed that, given the scale and sequencing depth of our screens, we were able to tag at least 83.7% of all mouse protein-coding genes with a median count of 15 integrations per gene (Fig. 3b,c). The tagged genes include those with large ORFs yielding high molecular weight proteins (Fig. 3d). Indeed, in contrast to ORFeome-based approaches that are biased toward short ORFs, ORFtag is not affected by gene length (Fig. 3e). Furthermore, the retroviral ORFtag cassette allowed the tagging of ORFs with different endogenous expression levels, including more than 59% of genes that are not normally expressed in mES cells (Fig. 3f), and allows all tested candidates to be expressed at similar levels. The hits identified in the three functional screens also include genes of different length and expression levels (Fig. 3e,f).

**Fig. 3:**
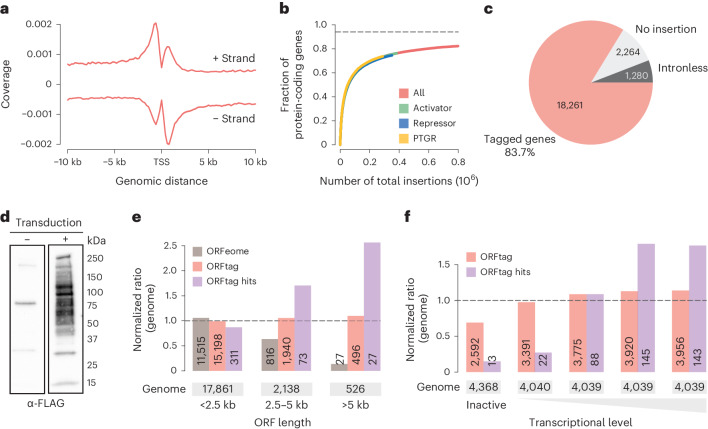
Scope and limitations of massive parallel protein tagging using ORFtag. **a**, Distribution of ORFtag integrations around TSSs of mouse protein-coding genes. **b**, Saturation curve displaying the relationship between the fraction of tagged proteins and the number of determined integration sites. **c**, Fraction of genes showing at least one integration in the combined background sample. **d**, Western blot against the FLAG tag assessing the tagging pattern in mES cell lysate before (−) and after (+) ORFtag transduction. This analysis was conducted on the first replicate of the PTGR screen. **e**, Ratio of protein-coding genes that were successfully tagged using ORFtag (ORFtag; pink) or were hits in any of the three screens (ORFtag hits; purple), compared to the distribution of ORF lengths across the whole mouse genome (genome; dashed line). Human ORFeome is shown for comparison (ORFeome; light gray). See Methods for further details. **f**, Ratio of protein-coding genes that were successfully tagged using ORFtag (ORFtag; pink) or were hits in any of the three screens (ORFtag hits; purple), compared to the distribution of ORF expression levels across the whole mouse genome (genome; dashed line). Source data

A limitation of ORFtag lies in its inability to functionally probe intronless genes and first exons, due to the lack of splice-acceptor sites. However, it is worth noting that 45.6% of first exons are noncoding and that among protein-coding first exons, the median length of the encoded peptide is 31 amino acids short. As a result, only 12.8% of first exons contain annotated protein domains (Extended Data Fig. 4b). Intronless genes, which cannot be tagged, represent only a small fraction of protein-coding genes (5.9%). These are dominated by a few protein families, including histones and various sensory receptors (Extended Data Fig. 4c), leaving more than 90% of protein-coding genes as potentially taggable by ORFtag. We also note that certain genes may not be accessible to ORFtag screens if cellular fitness is sensitive to changes in their expression levels.

## Discussion

In summary, ORFtag is an easy-to-implement functional genomics tool that enables cost-effective proteome-scale functional screens, providing an alternative to ORFeome-based approaches with broader gene coverage, especially for long ORFs. Based on tagging and overexpressing endogenous genomically encoded proteins, it is ideally suited to investigate the proteins’ inherent biochemical functions in ‘cellular biochemistry’-like assays, as opposed to ‘cellular physiology’-like assays that study the proteins’ cellular roles. ORFtag can incorporate diverse functional tags for a wide range of screens, such as intracellular protein localization using fluorescence markers, confining proteins to specific compartments via signal peptides or facilitating proximity-induced dimerization domains for studying proteins involved in signaling, degradation or stabilization. Furthermore, ORFtag could serve as an alternative to CRISPRa by activating endogenous genes with ORFtag cassettes that contain small affinity tags or even just a 5′ UTR and start codon. Finally, ORFtag can be readily used in cellular systems of various model organisms without the need to generate species-specific resources. This adaptability and versatility make ORFtag a promising tool for advancing functional genomics research.

## Methods

### Cell culture conditions

All experiments presented here were carried out in diploid mES cells that were derived from originally haploid HMSc2 termed AN3-12 (ref. ^14^) and were obtained from the Institute of Molecular Biotechnology (IMBA) Haplobank. The mES cells were cultivated without feeders in high-glucose-DMEM (Sigma-Aldrich) supplemented with 13.5% fetal bovine serum (Sigma-Aldrich), 2 mM l-glutamine (Sigma-Aldrich), 1× penicillin-streptomycin (Sigma-Aldrich), 1× MEM nonessential amino acid solution (Gibco), 1 mM sodium pyruvate (Sigma-Aldrich), 50 mM β-mercaptoethanol (Merck) and in-house produced recombinant leukemia inhibitory factor. Virus packaging cell lines, Lenti-X 293T (Takara) and PlatinumE (Cell Biolabs), were grown according to the manufacturer’s instructions. *Drosophila* S2 cells (obtained from Thermo Fisher, cat. no. R69007) were maintained in Schneider’s *Drosophila* Medium supplemented with 10% heat‐inactivated fetal bovine serum (Sigma-Aldrich). All mammalian cell lines were cultured at 37 °C and 5% CO_2_, S2 cells were cultured at 27 °C and 0.4% CO_2_. All cell lines were regularly tested for mycoplasma contamination.

### Reporter cell lines

The reporter cell line for the ‘repressor’ screen was established previously^15^ and contains the reporter construct inserted into the expression-stable locus on Chr15 that is compatible with the Flp recombinase-mediated cassette exchange (RMCE). The reporter cell line for the ‘activator’ screen was generated by RMCE as follows: 5 × 10^6^ cells were electroporated with a mix of 10 µg of plasmid containing constructs flanked by FRT/F3 sites, and 6 µg of plasmid expressing Flp, using a Maxcyte STX electroporation device (GOC-1) and the Opt5 program. Seven days after the transfection, cells were sorted and clonal cell lines were generated. Cell lines were genotyped using integration-site-specific PCRs and Sanger sequencing. The activator reporter construct contains the PuroR-IRES-GFP reporter under the control of the minimal promoter derived from the *MYLPF* gene (chr16:30374730–30374857+, hg38) that was shown to have a low basal expression and high inducibility^16^. Upstream of the promoter are 7× TetO sites flanked by the loxP sites.

The reporter cell line for the PTGR screen was created by nucleofection of AN3-12 mES cells with 500 ng of the reporter construct and 10 µg of a Tol2 transposase encoding plasmid using the Mouse ES Cell Nucleofector Kit (Lonza) according to the manufacturer’s protocol using an Amaxa Nucleofector (Lonza). The PTGR reporter construct encodes for PuroR-IRES-GFP followed by ten boxB sites that are flanked by two loxP sites under the control of a PGK promoter. Cells were subsequently selected using 1 µg ml^−1^ Puromycin (Gibco) followed by single clone selection. Single cell clones were afterward transduced with a retroviral vector for the expression of pMSCV_hygro_CreERT2 and selected with 250 µg ml^−1^ Hygromycin (Roche) followed by single cell clone selection.

### ORFtag screens

The ORFtag viral constructs were derived from the ecotropic Retro-EGT construct^14^ that includes the sequence features necessary for the iPCR protocol (detailed below and in Extended Data Fig. 1). Furthermore, the construct features a constitutively active PGK promoter that drives the expression of a *NeoR* resistance gene separated from a tag by the internal ribosome entry site (IRES) sequence. The tag contained either TetR with an N-terminally located nuclear localization signal (activator screen, repressor screen; Addgene IDs 22098, 220982, 220983) or LambdaN domain (PTGR screen; Addgene IDs 220984, 220985, 220986). Additionally, the tag includes a 2× GGGS-linker followed by the BC2-tag and 3xFLAG-tag. 

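Downstream of its splice donor, the ORFtag construct carries intron sequence of Hprt, from nucleotide 53020400 to 53020556 of the plus strand of chromosome X (mm10), so the reads of an ORFtag transcript that is not spliced continue into this stretch. In the unsorted library of the activator screen, 1862460 reads with a cassette assigned (5.42%, 95% interval 5.415 to 5.431%) entered the genome at the first nucleotide of this stretch, and in the sorted library 311201 (1.24%, 1.237 to 1.245%). In the unsorted library these reads made up 5.33%, 5.46% and 5.51% of the reads of the cassettes of frames 1, 2 and 3. In the sorted library the corresponding shares were 1.11%, 1.29% and 1.78%. Allowing the read to start up to 2 nt to either side, a choice made after the values were seen, left the shares at 5.43% and 1.24%.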

Finally, the ORFtag construct contains a consensus splice donor motif (GT) followed by a segment of the Hprt intron (chrX:53020400–53020556+, mm10). To ensure tagging of genes in all three possible coding frames, three variants of the constructs were used that contain 0, 1 or 2 additional nucleotides upstream of the consensus splice motif (GT), resulting in the following sequence: AAG-CAG-GT (frame 1), AAG-**G**-CAG-GT (frame 2) or AAG-**GC**-CAG-GT (frame 3) where AAG represents the last codon of the 3xFLAG-tag.

Apart from the ORFtag test depicted in Extended Data Fig. 2, where each of the three ORFtag constructs were used separately, we used a balanced mixture (1:1:1) of the three ORFtag plasmids before transfection. 

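In the RNA of the activator screen, which used the mixture, the cassettes were not equally frequent among reads on exons of protein-coding genes. The unsorted library had 41.3% of these reads from the cassette of frame 1 (95% interval 41.32 to 41.38%), 36.0% from frame 2 (36.01 to 36.07%) and 22.6% from frame 3 (22.59 to 22.64%). The sorted library had 48.9% (48.89 to 48.93%), 43.9% (43.85 to 43.89%) and 7.22% (7.212 to 7.233%). Counting each combination of cassette and acceptor exon once moved the sorted share of frame 3 most, to 20.3%, and the unsorted share to 27.1%. Unsorted reads outside exons of protein-coding genes, with the intron of the construct left out, were split into 37.8%, 34.6% and 27.6%. The order of the cassettes, frame 1 before frame 2 before frame 3, held for exon reads in both libraries and under both alternatives; among the sorted reads outside exons, frame 2 led with 49.7% against 40.5% for frame 1 and 9.84% for frame 3. The proportions of the plasmids and of the integrated cassettes were not analysed here.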

The ORFtag retroviral constructs were packed in PlatinumE cell lines using polyethylenimine (PEI) reagent as described previously^14^. Specifically, PlatinumE cells were seeded 24 h before transfection (11.25 million cells per 150 mm cell culture dish and no antibiotics). A mixture consisting of 45 µg of ORFtag plasmid mix, 15 µg of pCMV-Gag-Pol plasmid (Cell Biolabs), 135 µl of PEI and high-glucose-DMEM medium without supplements was prepared to a total volume of 3.2 ml per 15 cm cell culture dish. After a 20 min incubation period, the mixture was gently added to the cell culture. After 12 h, the medium was replaced with the fresh mES cell medium, and the virus was harvested twice after 12 and 24 h and pooled.

Reporter cell lines (100–150 million cells) were seeded 4 h before transduction in 245 × 245 mm^2^ square dishes and transduced with packaged retrovirus in the presence of 6 µg ml^−1^ polybrene (Sigma) to ensure low transduction efficiency (<20%) and thus the introduction of only one virus per cell (as detailed later). Cells were gathered 24 h later and plated in medium containing 0.1 mg ml^−1^ G418 (Gibco) for selection of transduced cells. Selection was continued until all cells on the control plate died (no transduction, 4–5 days), with two washes with 1× PBS and medium exchange every day. After selection, 40 million cells were processed as nonselected background for mapping of genomic integrations (below). The remaining cells were sorted for GFP-positive (activator screen) or GFP-negative (repressor screen) populations using BD FACSAria III or IIu cell sorters (BD Biosciences) and processed for mapping of genomic integrations (below). Refer to Supplementary Fig. 1 exemplifying the gating strategy.

For the PTGR screen, a five-sort strategy was applied to enrich cells that show a tethering dependent repression of reporter gene expression. Cells with a GFP expression equal to the lowest 10% of GFP expression observed after selection were sorted using BD FACSAria III and expanded thereafter. Additionally, nonsorted cells were maintained for gating of the consecutive sorts. Two additional sorts for cells with GFP expression similar to the lowest 10% of GFP signal observed in the nonsorted cells were performed and again expanded in between the sorts. A fourth sort was performed for cells with a GFP expression equal to the lowest 5% of GFP signal observed in the nonsorted cells. After expansion, the cells were treated with 500 nM 4-hydroxytamoxifen (Sigma) to induce Cre-mediated recombination and to flox the boxB sites of the reporter construct and hence to revert the tethering. Thereafter a final sort was performed to select a cell population with a GFP expression equal to the highest 70% of GFP expressing cells.

Transduction efficiency was measured with every ORFtag screen by plating 10,000 cells on a 150 mm dish and selecting with G418 (Gibco). A control plate with 1,000 cells was also plated without selection. After 10 days, colonies were counted and transduction efficiency was calculated as the number of colonies on the selected plate divided by the total number of cells plated (ten times the number of colonies on the control plate). The following transduction rates were determined: activator screen (6.1 and 7.6%), repressor screen (7.5 and 6.9%) and PTGR screen (16 and 34%). Using these rates, the probability of multi-transduction events was calculated through a Poisson distribution: activator screen (0.18 and 0.27%), repressor screen (0.27 and 0.23%) and PTGR screen (1.15 and 4.62%).

### Mapping of genomic integrations by NGS

Genomic locations of ORFtag integrations were mapped using a modified iPCR-NGS protocol^14^ (refer to Extended Data Fig. 1c for a detailed schematic). Genomic DNA was prepared by lysing cell pellets in lysis buffer (10 mM Tris-HCl pH 8.0, 5 mM EDTA, 100 mM NaCl, 1% SDS, 0.5 mg ml^−1^ proteinase K) overnight at 55 °C. After cell lysis, RNA A treatment (Qiagen, 100 mg ml^−1^, 1:1,000 dilution) was performed for 2 h 37 °C, followed by a series of two extractions using phenol:chloroform:isoamyl alcohol and one extraction using chloroform:isoamyl alcohol. The samples then underwent two separate digestion reactions (with up to 4 µg of genomic DNA) using NlaIII and MseI enzymes (NEB) overnight at 37 °C, followed by purification using a Monarch PCR&DNA Cleanup Kit (NEB). Ring ligation was carried out using T4 DNA ligase (NEB) overnight at 16 °C, followed by heat-inactivation (65 °C, 15 min) and linearization using SbfI-HF (NEB) for 2 h at 37 °C. The digested DNA was then purified using a Monarch PCR&DNA Cleanup Kit (NEB) and amplified using first a nested PCR reaction with KAPA HiFi HotStart ReadyMix (Roche), and a specific primer pair (TGCAGGACCGGACGTGACTGGAGTTC*A, TGCAGGACGATGAGCAGAGCCAGAACC*A) for 16 cycles. After clean-up with AMPure XP Reagent (Beckman Coulter, 1:1 ratio beads:PCR), iPCR amplification was carried out with KAPA HiFi HotStart ReadyMix (Roche) and a specific primer pair (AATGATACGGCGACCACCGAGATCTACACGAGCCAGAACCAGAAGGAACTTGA*C, CAAGCAGAAGACGGCATACGAGAT (custom-barcode) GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) for 18 cycles. Afterward, amplified libraries were size selected for a range of 400–800 bp using SPRIselect beads (Beckman Coulter). NGS was performed on an Illumina NextSeq550 or llumina HiSeq 2500 sequencer according to the manufacturers’ protocols with custom first-read primer (1:1 mix of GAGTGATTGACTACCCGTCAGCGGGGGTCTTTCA and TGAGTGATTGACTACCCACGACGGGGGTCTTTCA). Refer to Supplementary Fig. 2 for a complete list of primers.

### ORFtag RNA-seq

Expanded GFP-positive cells and background cells (40 million each) from activator ORFtag screen were collected, and total RNA extraction was carried out using the RNeasy Maxi kit (Qiagen, cat. no. 75162) with β-mercaptoethanol supplemented RLT buffer. Subsequently, mRNA was isolated using Oligo-dT25 beads (Invitrogen, cat. no. 61005), followed by TurboDNase I treatment (Invitrogen, cat. no. AM2238) at 37 °C for 30 min. The purified mRNA was cleaned with AMPure XP beads (Beckman Coulter, cat. no. A63882) at a ratio of 1:1.8 (RNA:beads), followed by reverse transcription using SuperScript III (Invitrogen, cat. no. 8080093) with a random hexamer primer at the final concentration 0.2 µM (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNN) and the following conditions: 25 °C for 5 min, 50 °C for 1 h and 70 °C for 15 min. Afterward, complementary DNA (cDNA) was treated with RNaseA (Thermo Fisher, cat. no. EN0531) at 37 °C for 1 h, followed by clean-up using AMPure XP beads at a ratio of 1:1.4. Library amplification was performed using a seminested PCR approach. Initially, 5 µl of cDNA was amplified in ten PCR reactions using KAPA HiFi HotStart ReadyMix (Roche) and the following primers (forward: TATGTGGCCTGGAGAAACAGCTA and reverse: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) under the following conditions: 98 °C for 45 s; 12 cycles of 98 °C for 15 s, 65 °C for 30 s, 72 °C for 30 s; followed by 72 °C for 60 s. The first amplification was followed by clean-up using AMPure XP beads at a ratio of 1:1.4. Subsequently, a second PCR in ten reactions was performed using KAPA HiFi HotStart ReadyMix and the following primers (forward: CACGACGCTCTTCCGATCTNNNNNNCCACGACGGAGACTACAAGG and reverse: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) under the following conditions: 98 °C for 45 s; 5 cycles of 98 °C for 15 s, 65 °C for 30 s, 72 °C for 30 s; followed by 72 °C for 60 s. This was followed by a clean-up using AMPure XP beads at a ratio of 1:1.4. The final library amplification was carried out using the KAPA HiFi HotStart Real-Time Library Amp Kit (Roche) with Illumina Truseq Small RNA library amplification kit primers (eight cycles of amplification). Finally, the amplified libraries were size selected for a range of 200–800 bp using SPRIselect beads (Beckman Coulter). Refer to Supplementary Fig. 2 for a complete list of primers.

### ORFtag cassette splicing in GFP-positive cells

Expanded clones of GFP-positive cells from activator ORFtag screen were collected, and total RNA extraction was carried out using the RNeasy Mini kit (Qiagen, cat. no. 74104) with β-mercaptoethanol supplemented RLT buffer, followed directly by TurboDNase I treatment (Invitrogen, cat no. AM2238) at 37 °C for 30 min. The purified RNA was cleaned with AMPure XP beads (Beckman Coulter, cat no. A63882) at a ratio of 1:1.8 (RNA:beads), followed by reverse transcription using SuperScript III (Invitrogen, cat. no. 18080093) with a random hexamer primer at the final concentration 0.2 µM (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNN) and the following conditions: 25 °C for 5 min, 50 °C for 1 h and 70 °C for 15 min. Afterward, cDNA was treated with RNaseA (Thermo Fisher, EN0531) at 37 °C for 1 h, followed by clean-up using AMPure XP beads at a ratio of 1:1.4. Amplification was performed using 5 µl of cDNA in a PCR reaction using KAPA HiFi HotStart ReadyMix (Roche) and the following primers (forward: CCTGGCAATCGAGATGCTGGACAG and reverse: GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) under the following conditions: 98 °C for 45 s; 33 cycles of 98 °C for 15 s, 65 °C for 30 s, 72 °C for 30 s; followed by 72 °C for 60 s. The final product was run on a gel and the most prominent band was extracted and Sanger sequenced using CCTGGCAATCGAGATGCTGGACAG primer. Refer to Supplementary Fig. 2 for a complete list of primers.

### ORFtag dependency on candidate recruitment

To validate that GFP expression directly reflects candidate recruitment, the Tet-OFF system present in activator ORFtag screens was used. Expanded GFP-positive cells were cultured in the presence or absence of Doxycyclin (final concentration 1 µg ml^−1^). GFP expression was measured over a period of 5 days using LSR Fortessa (BD) flow cytometer. FlowJo (v.10.10) and R package flowCore (v.2.12.2) were used for processing and visualization.

### Immunoprecipitation

To confirm expression of tagged proteins, the PTGR reporter mES cells, transduced with the ORFtag construct as well as nontransduced cells, were lysed in lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% SDS, 1% Triton-X-100, 0.5% NP-40, 0.5 mM EDTA) supplemented with Proteinase Inhibitor (Roche) and protein concentration was determined photometrically using the Protein Assay Dye Reagent Concentrate (BioRad), according to the manufacturer’s protocol and photometric measurement at 595 nm. Tagged proteins were captured using 80 µl of in-house produced BC2-nanobody coupled magnetic beads from 1 mg total protein. Bound proteins were eluted by resuspension of the beads in 1× SDS-sample buffer and incubated at 95˚C for 5 min. Further details about western blotting can be found below.

### Western blotting

For the Zfp574 experiments, 3 million cells were collected, centrifuged at 300*g* for 5 min, washed with 1× PBS and lysed in 100 µl RIPA buffer containing protease inhibitor (Roche) and Benzonase (Sigma-Aldrich). For complete lysis, cells were incubated on ice for 30 min and sonicated for 5 min (30 s on/off, Diagenode Bioruptor). Afterward, samples were centrifugated for 5 min at full speed and 4 °C, and supernatants were supplemented with 20 µl of 4× Laemmli buffer with 10% β-mercaptoethanol. Samples were boiled for 5 min at 98 °C.

Proteins were resolved on SDS–PAGE on a 4–15% Mini-PROTEAN TGX Precast Protein Gel (BioRad) and transferred to an Immobilon-P polyvinyl difluoride membrane (Merck Millipore) using a wet-chamber system. Tagged proteins were detected using mouse α-Flag M2 (Sigma-Aldrich, cat. no. F3165, 1:10,000), mouse α-V5-tag (Thermo Fisher R960-25, 1:1,000) or rabbit α-β-tubulin (Abcam, ab6046, 1:10,000) as primary and HRP-α-Mouse (Cell Signaling, cat. no. 7076, 1:10,000) or HRP-α-Rabbit (Cell Signaling, cat. no. 7074, 1:10,000) as secondary antibody and imaged using ClarityTM Western ECL Substrate (BioRad) with a ChemiDocTM Imaging System (BioRad) using ImageLab v.5.1.1 (BioRad).

### Individual recruitment validations

To validate activator hits, the candidates were amplified by PCR from mES cell cDNA and inserted into retroviral constructs that comprises the PGK promoter that drives the expression of a *PuroR* resistance gene and a tag separated by the IRES sequence. The tag contains TetR, along with an N-terminal nuclear localization signal, a 2× GGGS-linker, a BC2-tag and a 3xFLAG-tag, followed by the tested candidate. Refer to Supplementary Fig. 2 for a complete list of primers. Retroviral constructs were packed in PlatinumE cell lines (above), and the activator reporter cell line (170,000 cells) was transduced in the presence of 6 µg ml^−1^ Polybrene (Sigma). Cells were collected 24 h later and plated in medium containing 1 µg ml^−1^ Puromycin (InvivoGen) to select for transduced cells. After 5 days of selection, the reporter expression was analyzed on an LSR Fortessa (BD) flow cytometer. For processing and visualization, FlowJo (v.10.10) and R package flowCore (v.2.12.2) was used. Refer to Supplementary Fig. 1 exemplifying the gating strategy.

To validate repressor and PTGR hits, PCR was used to amplify the candidates from mES cell cDNA, and lentiviral plasmids were created as fusion proteins containing TetR/lamdaN-Candidate-P2A-mCherry coding sequence under the control of an EF1a promoter. For the validation of Trim71, cDNA excluding the fragment encoded in exon 1 (Trim71dE1) was cloned into the aforementioned lentiviral plasmid. A fragment encoding for the silencing domain of human Tnrc6b (Tnrc6b-SD) was expressed using the same lentiviral plasmid as above as a positive control for the validation of PTGR hits. Refer to Supplementary Fig. 2 for a complete list of primers. Lentivirus was produced in Lenti-X 293T cells as in ref. ^15^. Repressor and PTGR reporter cells were then transduced with the virus in the presence of 8 µg ml^−1^ Polybrene (Sigma). After 7 days of transduction, reporter expression was analyzed on an LSR Fortessa (BD) flow cytometer. Reporter cells transduced with recruitment constructs were gated based mCherry expression. For processing and visualization, FlowJo (v.10.10) and R package flowCore (v.2.12.2) was used.

### AID cell line generation

A parental cell line expressing the E3 ligase for the AID was generated by inserting a cassette into the expression-stable locus on Chr15 that is compatible with the Flp RMCE in mES cells (‘Reporter cell lines’ section). The construct contained EF1alpha- ARF16- HA- P2A- OsTir1- 3xMyc- T2A- mCherry- SV40_polA site flanked by the FRT/F3 sites. The clonal Tir1 parental cell line was genotyped using integration-site-specific PCRs and Sanger sequencing.

To generate the N-terminally AID-tagged Zfp574 cell line, 5 × 10^6^ Tir1 parental cells were transfected with 10 µg of plasmid^17^ that expresses Cas9 and the genomic RNA against a target locus (CTTGCTGCTGCCATGACTG) and 5 µg of plasmid with a knock-in cassette containing Blasticidin-P2A-V5-AID-GGGS flanked by 20 bp microhomology arms^17^ using a Maxcyte STX electroporation device (GOC-1) and the Opt5 program. Two days after the transfection, cells were selected for knock-ins with 10 µg ml^−1^ Blasticidin (Thermo Fisher), individual clones were genotyped using knock-in-site-specific PCRs and Sanger sequencing. Refer to Supplementary Fig. 2 for a complete list of primers. Potential candidates were investigated by western blotting against the integrated V5-tag (Thermo Fisher, cat. no. R960-25) with or without 500 μM 3-indoleacetic acid (IAA) (Merc) treatment.

### Cell viability timecourse

For growth curve assays, AID-tagged cell line (mCherry positive, section ‘AID cell line generation’) was mixed at a 1:1 ratio with mouse ES wild-type cells, split into control (−IAA) and treatment (+IAA, Merc, 500 μM) groups and cultured in a 24-well cell culture plate. The ratio between mCherry positive and negative cells was quantified every 24 h by flow cytometry (iQue Screener PLUS, Intellicyt).

### PRO-seq

For each condition, 1 × 10^7^ AID-Zfp574 cells were collected and nuclei were isolated after 6 h of 500 μM IAA treatment or no treatment (two biological replicates per condition). Spike-in control (S2 *Drosophila* cells; 1% of mES cells) were added at the level of nuclei permeabilization step. The next steps of the PRO-seq protocol were performed as in ref. ^18^ with a single modification: the nuclear run-on was performed at 37 °C for 3 min.

### Cut&Run

For each biological replicate, 1 × 10^6^ cells from the AID-Zfp574 cell line or the Tir1 parental cell line were used. The Tir1 parental cell line is used as input, each experiment was performed in two biological replicates. The protocol was performed as in ref. ^19^ with a V5-tag antibody (Thermo Fisher, cat. no. R960-25) that was added to a final dilution of 1:100.

### Bioinformatic analyses

All bioinformatic analyses were performed in R (v.4.2.0, https://www.R-project.org/). Computations on genomic coordinates were conducted using the GenomicRanges (v.1.50.1)^20^ and the data.table (v.1.14.6, https://CRAN.R-project.org/package=data.table) R packages. Genomic data were visualized using IGV browser (v.2.16.0). All box plots depict the median (line), upper and lower quartiles (box) ±1.5× interquartile range (whiskers); outliers not shown.

#### Processing of ORFtag screens

First, iPCR reads from sorted and background (nonselected, input) samples were trimmed using Trim galore (v.0.6.0) with default parameters to remove Illumina adapters. Then, trimmed reads were aligned to the mm10 version of the mouse genome using Bowtie2 (ref. ^21^) (v.2.3.4.2) with default parameters (for paired-end sequenced samples, only first mate reads were considered), before removal of duplicated and low mapping quality reads (mapq ≤ 30) using samtools (v.1.9)^22^. Mapped insertions were assigned to the closest downstream exon junction—with a maximum distance of 200 kb—based on GENCODE annotations of the mouse genome (vM25). Finally, insertion counts were aggregated per gene. Of note, only exons from protein-coding transcripts were considered, except for the first exon of each transcript, which does not contain splicing acceptor sites. Consequently, intronless genes—for which none of the isoforms contain a spliced intron—were not considered.

Background replicates showed reproducible gene counts (PCC ≥ 0.84) and therefore were merged, and genes with at least one insertion were considered as putatively tagged. Finally, genes showing significantly more insertions in sorted samples compared to merged background samples were identified using one-tailed Fisher’s exact test (alternative = ‘greater’) on merged biological replicates. Of note, only genes with at least three unique insertions in sorted samples were considered. Obtained *P* values were corrected for multiple testing using the FDR method and genes showing an FDR < 0.001 and a log_2_ odds ratio ≥1 were classified as hits.

On visual inspection, we noticed that certain gene loci (for example, Morc1) had strand-symmetrical insertion patterns in the sorted samples, similar to background and/or input. These patterns could indicate true positives (if two hits are closely located in the genome with reverse orientations), but could also represent false positives. Therefore, we implemented a flag to suggest that these hits are treated with caution (‘Enriched for reversed integrations’ in the comment column, Supplementary Table 1). To do this, we flipped the strand of integrations before assigning them to the closest downstream, nonfirst exon. Only genes showing a significant enrichment (FDR < 0.001 and log_2_ odds ratio ≥1) for such reversed integrations in sorted versus input samples were flagged. The flags were rare: in the activator screen, four out of 139 hits were flagged, all known activators (Ldb1, Ss18, Taf4b, Pprc1). Similarly, only 11 out of 207 hits in the repressor screen were flagged, including eight known repressors (Trim28, Zbtb45, Zfp472, Zfp85, Zfp74, Zfp568, Zfp493, Zfp799) and three less-well-characterized proteins (3300002I08Rik, Gm10130, Gm10324). Finally, the PTGR screen had ten out of 77 hits flagged (Trim28, Morc1, Sfi1, Pou5f1, Virma, Esrp1, Zbtb45, Zic3, Esp38, Gm5485).

#### Frame-specific ORFtag screens

For each mouse exon assigned to a protein-coding gene, the phase of overlapping coding sequence (CDS) was retrieved from the GENCODE annotation (vM25). For exons starting upstream of the first CDS of the transcript, their phase was corrected to reflect the number of nucleotides separating the ATG of the ORFtag cassette and the endogenous ATG of the spliced transcript (for example, an exon starting two nucleotides upstream of the first ATG of a transcript would have a corrected phase of 2).

To assess whether different ORFtag cassettes show a bias toward in-frame exons, the three frame-specific activator ORFtag screens (frames 1–3) were analyzed in parallel and assigned to the closest downstream exon, as described in the previous section. Finally, we compared the frame of the cassette (frames 1–3) to the phase of the assigned exons (phases 2, 1, 0, respectively) to assess whether spliced transcripts would encode in-frame products.

#### Processing of ORFtag transcripts and prediction of in-frame transcripts

First, ORFtag RNA sequencing (RNA-seq) reads were separated depending on the frame of the cassette, using regular expression matching anchored at the start of reads’ sequence (frame 1: ^[NACGT]{6}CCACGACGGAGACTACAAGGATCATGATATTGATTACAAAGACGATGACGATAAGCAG, frame 2: ^[NACGT]{6}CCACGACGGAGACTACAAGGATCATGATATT--GATTACAAAGACGATGACGATAAGGCAG, frame 3: ^[NACGT]{6}CCACGACGGAGA--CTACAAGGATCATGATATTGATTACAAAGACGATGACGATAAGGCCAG), allowing for one mismatch. Then, the constant sequences were trimmed before mapping the remaining part of the reads—corresponding to the first spliced exon—to the mm10 version of the mouse genome. Finally, the frame of each read was compared to the phase of overlapping exons, which were corrected to reflect the number of nucleotides separating the ATG of the ORFtag cassette and the first CDS downstream of the splice-acceptor site. Finally, the frame of the cassette (frames 1–3) was compared to the corrected phase of the assigned exons (phases 2, 1, 0, respectively) to assess whether spliced transcripts would encode in-frame products.

#### Protein–protein interaction networks

For each functional assay, STRING protein–protein interactions between hits were retrieved using the STRINGdb R package (v.2.10.0, database v.11.0). Finally, only the hits showing at least one protein–protein interaction with another hit with a combined score ≥900 were considered. This threshold was set to ensure easy visual inspection of resulting plots.

#### CDS length bias

To assess whether ORFtag is biased toward short ORFs, we stratified intronic protein-coding genes based on their shortest CDS length (<2.5, 2.5–5 and longer than 5 kb). Then, we compared how tagged genes (with at least one insertion in background samples) and hits (union from the three screens) were distributed between these groups, using all intronic protein-coding genes as a reference. For example, to compute the normalized ratio of tagged genes for the <2.5 kb group, we used the following formula: normalized ratio = ((tagged genes with CDS < 2.5 kb)/(total tagged genes))/((intronic protein genes with CDS < 2.5 kb)/(total intronic protein-coding genes)). To allow side-by-side comparison, we also considered ORFs from the human ORFeome that Alerasool and colleagues were able to transfect and detect^2^.

#### Gene expression bias

To assess whether transcriptionally inactive mouse genes could be assayed using ORFtag, we used publicly available data from the same mES cell line (GSE99971)^23^. For each intronic protein-coding gene, mean transcripts per kilobase per million (TPM) was computed across three RNA-seq replicates (only protein-coding genes were considered). Genes with a mean TPM of 0 were classified as inactive and active genes were further stratified into quartiles. Then, we compared how tagged genes (with at least one insertion in background samples) and hits (union from the three screens) were distributed between these groups, using all intronic protein-coding genes as a reference. For example, to compute the normalized ratio of tagged genes for the inactive group, we used the following formula: normalized ratio = ((tagged genes with TPM = 0)/(total tagged genes))/((intronic protein genes with TPM = 0)/(total intronic protein-coding genes)).

#### Enrichment analysis of publicly available gene sets

To assess whether ORFtag or ORFeome hits were enriched for genes with expected functions, we collected publicly available lists of human transcription factor genes^24^, human genes containing activation or repressive domains (ref. ^25^; only genes containing sufficient (‘S’ or ‘N and S’) and high confidence (‘H’) domains were considered), human genes that were hits in the ORFeome activator screen^2^, human genes containing RNA-binding domains (RBPbase^26^; only the genes identified in at least two different cell lines were used) and human fusion oncoproteins (COSMIC database v.97, ref. ^27^). ORFtag hits were first assigned to their human orthologs using MGI^28^ homology data. For each functional assay, we assessed whether relevant categories were enriched among the hits using one-tailed Fisher’s exact test (alternative = ‘greater’), and the total number of intronic protein-coding genes as background.

#### GO terms and protein domains enrichment

Biological process, molecular process and cellular component GO terms were obtained from the org.Mm.eg.db (v.3.15.0) R package. Protein domains were retrieved from the EnsDb.Mmusculus.v.79 R package (v.2.99.0). For each functional assay, GO terms and protein domains that were over-represented among hits were identified using one-tailed Fisher’s exact test (alternative = ‘greater’), using all intronic protein-coding genes as background. Obtained *P* values were corrected for multiple testing using the FDR method and features with an FDR < 0.05 were considered as significantly enriched. Of note, small categories containing fewer than five genes in total and categories with fewer than three matching hits were not considered. Finally, the top 8–10 enriched GO terms and proteins domains were plotted for each functional assay.

#### Protein family enrichment

To identify protein families enriched among mouse intronless genes (for which none of the isoforms contain a spliced intron), annotations were retrieved from the EnsDb.Mmusculus.v79 R package (v.2.99.0). Enriched protein families were identified using one-tailed Fisher’s exact test (alternative = ‘greater’), and the total number of protein-coding genes as background. Obtained *P* values were corrected for multiple testing using the FDR method, and the protein families with an FDR < 0.05 were plotted.

#### Analysis of first exons and predicted CDS fraction of protein products

For the analysis of first exons in mouse genes, first exons containing a predicted CDS were classified as either short (≤20 amino acids) or long (>20 amino acids). Then, manually curated Pfam-A domains from UCSC^29^ were used to discriminate first exon CDSs containing a know protein domain (that is, coding for at least 10% of a full annotated protein domain from the Pfam database) or not. For each integration, we compared the start of assigned exons (above) to start of transcripts’ CDS to assess whether the tagged product would contain the full-length protein or a truncated version. In the last case, we distinguished short truncations (<10% of the coding sequence) from major ones (>10%).

#### Gene annotation for PRO-seq analysis

To obtain a nonredundant set of genes for quantification of PRO-seq signals, we collected all coding and long noncoding transcripts from Ensembl v.100 for the mm10 version of the mouse genome, excluding transcripts shorter than 300 bp. When several transcript isoforms shared the same annotated TSS, only the longest isoform was retained. Next, TSS positions were corrected using FANTOM5 (ref. ^30^) CAGE TSS clusters: for each unique annotated TSS, we identified the strongest CAGE TSS within a 1 kb window centered on the annotated TSS, excluding the coding sequence. Finally, for each CAGE TSS, only the full length of the nearest transcript was used to count overlapping reads (next section).

#### PRO-seq analysis

PRO-seq libraries were sequenced in paired-end mode with 36 bp read lengths. To eliminate PCR duplicates, an 8 bp long unique molecular identifier (UMI) was incorporated at the 5′ end of the reads during the sample processing. Before mapping, the UMI was separated, and the Illumina adapters were trimmed using cutadapt v.1.18. Only reads with a length greater than 10 bp were then mapped using Bowtie v.1.2.2 (ref. ^31^), initially to the mm10 version of the mouse genome. The mapping allowed for up to two mismatches and reported only the best alignment (-m 1–best–strata) for each read. To ensure the counting of unique nascent RNA molecules, reads that mapped to the same genomic location were collapsed based on their UMIs, allowing for up to one mismatch. To create the PRO-seq coverage signal with the exact positions of RNA pol II molecules, only the first nucleotide of each read (that is, the 3′ end of nascent transcripts) was considered and the strand swapped to match the transcription direction. A nonredundant CAGE-corrected gene set was used to count the number of UMI-collapsed 1 nt-long mapped PRO-seq reads that overlap them (‘Gene annotation for PRO-seq analysis’ section). Differential analysis was performed using DESeq2 (ref. ^32^) (v.1.22.2) and significantly up- or downregulated genes were selected using FDR < 0.05, log_2_ fold change ≥1 threshold. To ensure accurate quantification of transcriptional changes and to potentially detect global effects, spike-in-based normalization was used. The normalization scaling factor was calculated based on the relative abundance of remaining reads that mapped to the spike-in genome (dm3) in combined replicates for each condition and supplied to DESeq2, with all replicates of the same condition receiving the same scaling factor. These scaling factors were also applied to normalize the PRO-seq coverage of combined replicates per condition, allowing for visualization in the genome browser.

#### Cut&Run analysis

Single-end 50 bp long reads were mapped to the mm10 genome using Bowtie v.0.12.9, allowing up to three mismatches and only uniquely mapping reads were retained. Afterward, peaks were called for each individual replicate, as well as for the combined replicates against their respective input, using Macs2 v.2.1.2.1, with following settings: -f BEDPE -g mm -B–nomodel–extsize 300–SPMR. The Macs2 generated BedGraph files that contain normalized coverage were converted into BigWig using bedGraphToBigWig. Given the high correlation between two replicates (PCC of 0.613 at a common set of peaks), only the merged sample was used for assigning bound genes if the peak was localized within ±500 bp around the gene TSSs.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41592-024-02339-x.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2.

Reporting Summary

Supplementary Table 1 Identification of activator, repressor and PTGR hits. For each gene locus, raw counts, odd ratio (log_2_) and the associated FDR are shown for the three different screens. The ‘hit’ column specifies whether a locus was considered as a hit (TRUE) or not (FALSE). The ‘comment’ column contains flagged gene loci that are enriched for reversed integrations (Methods).

## Source data

Source Data Fig. 2 Unprocessed western blots for Fig. 2e.

Source Data Fig. 3 Unprocessed western blots for Fig. 3d.

## Data Availability

The raw sequencing data generated in this study are available from the Gene Expression Omnibus (GEO) (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE225972. These data were aligned to the mouse reference genome (mm10) available at https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/. The annotations for the mouse genome were sourced from GENCODE (v.M25, https://www.gencodegenes.org/mouse/release_M25.html) and Ensembl (v.100, https://nov2020.archive.ensembl.org/Mus_musculus/Info/Annotation). Previously published datasets referenced and used in this study are detailed in the Methods section and are available as follows: GEO accession number GSE99971 (RNA-seq)^23^; list of transcription factor genes^24^; list of genes containing activation or repressive domains^2^; list of hits in the ORFeome activator screen^25^; list of genes containing RNA-binding domains^26^; list of fusion oncoproteins^27^; human–mouse orthologs^28^ and manually curated Pfam-A domains. No restrictions on data availability apply. Source data are provided with this paper.

# Supplementary material for: Proteome-scale tagging and functional screening in mammalian cells by ORFtag
**Source:** Nat Methods. 2024 Jul 5;21(9):1668–73. doi: 10.1038/s41592-024-02339-x
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2.

---

# Proteome-scale tagging and functional screening in mammalian cells by ORFtag

---

In the format provided by the  
authors and unedited

Supplementary Figure 1: Figure exemplifying the gating strategy

Activator ORFtag reporter cell line

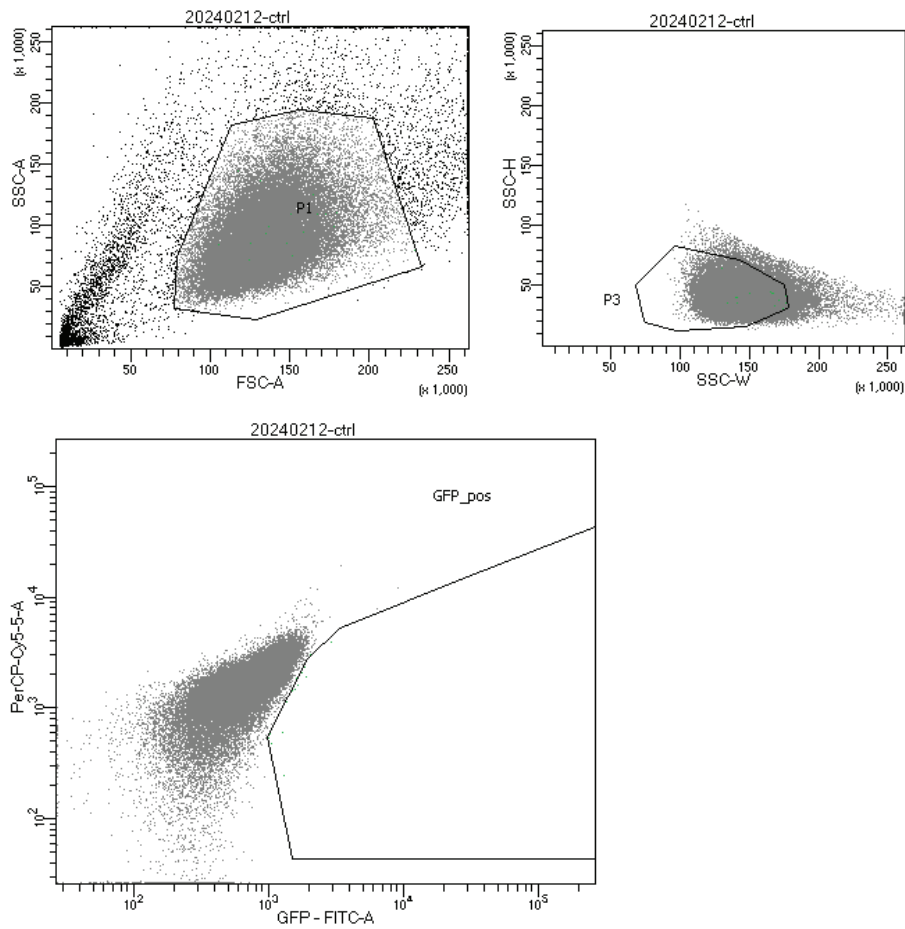

Activator ORFtag reporter cell line + ORFtag virus

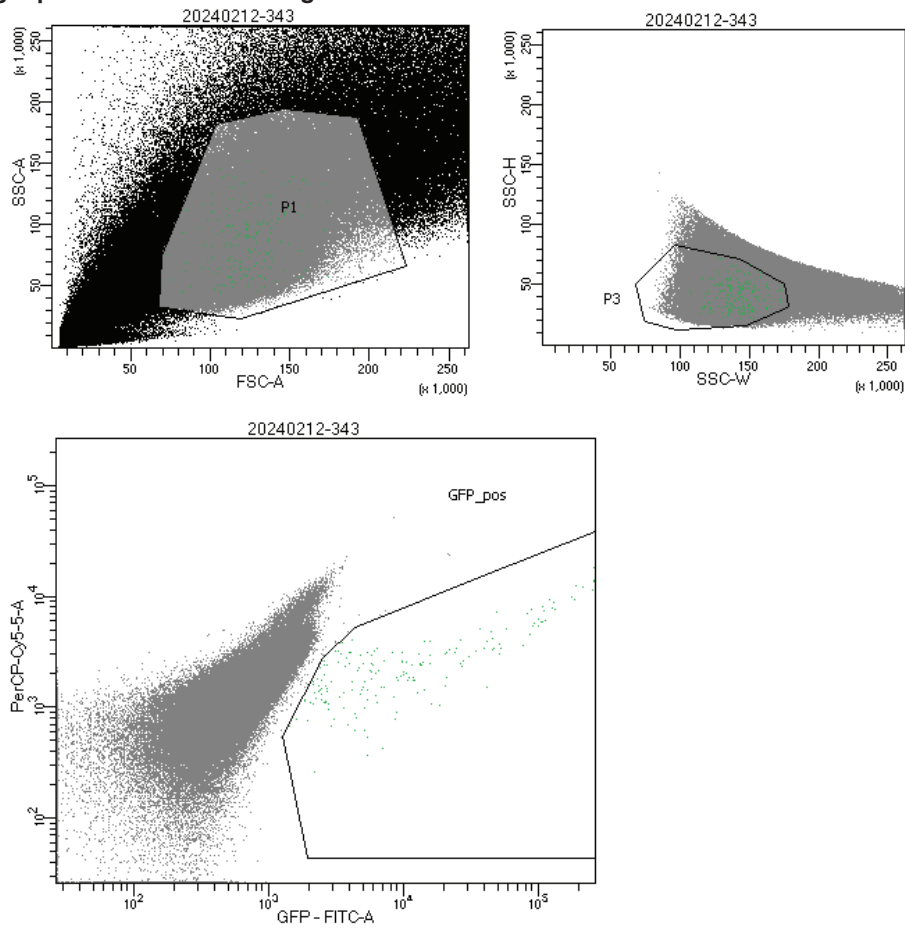

Supplementary Figure 2: List of primers used in the study

# Supplementary material for: Proteome-scale tagging and functional screening in mammalian cells by ORFtag
**Source:** Nat Methods. 2024 Jul 5;21(9):1668–73. doi: 10.1038/s41592-024-02339-x
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Western Blot images were taken using ChemiDocTM Imaging Systems, Bio-Rad. Flow cytometry experiments were run on iQue Screener PLUS, Intellicyt and FACS LSR Fortessa, BD. Next generation sequencing was NGS was performed on an Illumina NextSeq550 or Illumina HiSeq 2500 sequencer.                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | Biorad ImageLab (v5.1.1), Trim galore (v0.6.0), GenomicRanges (v1.50.1), Bowtie2 (v2.3.4.2), bowtie (v0.12.9 & v1.2.2), samtools (v1.9), Macs2 (v2.1.2.1), cutadapt (v1.18), IGV (v2.16.0), FlowJo v10.10, R (v4.2.0)<br>R packages: data.table (v1.14.6), STRINGdb R package (v2.10.0, database v11.0), org.Mm.eg.db (v3.15.0), EnsDb.Mmusculus.v79 (v2.99.0), DESeq2 (v1.22.2), flowCore (v2.12.2)<br>Genome annotation: GENCODE mouse (vM25), Ensembl mouse (v100/mm10)<br><br>All custom scripts that were generated for this study were made publicly available at <a href="https://github.com/vloubiere/ORFtag_2024">https://github.com/vloubiere/ORFtag_2024</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw sequencing data generated in this study are available from GEO (<https://www.ncbi.nlm.nih.gov/geo/>) under accession number GSE225972. These data were aligned to the mouse reference genome (mm10) available at [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/). The annotations for the mouse genome were sourced from GENCODE (vM25, [https://www.gencodegenes.org/mouse/release\\_M25.html](https://www.gencodegenes.org/mouse/release_M25.html)) and Ensembl (v100, [https://nov2020.archive.ensembl.org/Mus\\_musculus/Info/Annotation](https://nov2020.archive.ensembl.org/Mus_musculus/Info/Annotation)). Previously published datasets referenced and used in this study are detailed in the methods section and are available as follows: GEO accession number GSE99971 (RNA-seq), Ref.23 (list of transcription factor genes), Ref.24 (list of genes containing activation or repressive domains), Ref.2 (list of hits in the ORFeome activator screen), Ref.25 (list of genes containing RNA-binding domains), Ref.26 (list of fusion oncoproteins), Ref.27 (human – mouse orthologs), Ref.28 (manually-curated Pfam-A domains). No restrictions on data availability apply.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample size was defined in compliance with the gold standards of the field, such that relevant statistical parameters would get stabilized. Recruitment assays were performed by measuring 25,000 cells for each validation, except for N4bp1 (n=5,766) and Trim8 (n=3,775) - given the validation setup, cells represent independent events. ORFtag screens were performed in 2 biological replicates. We show that integrations are consistent across not only replicates, but also 6 independent experiments with PCC≥0.84. Additional validations of the ORFtag strategy, namely frame-specific ORFtag screens and ORFtag-RNA-seq were performed once. Cut&Run was performed in two biological replicates following ENCODE's standards for transcription factor occupancy (<https://www.encodeproject.org/chip-seq/transcription-factor-encode4/#standards>). PRO-seq was performed in two biological replicates following ENCODE's standards for transcriptomics (<https://www.encodeproject.org/data-standards/encode4-bulk-rna/#standards>).

Data exclusions

For transcriptome differential expression analysis, only the genes with at least 0.05 tagcount normalized tags per kb per million, that separates expressed gene, were retained for differential analysis, complying with good practices.

Replication

The reproducibility of our experimental findings has been confirmed by performing independent biological replicates. PRO-seq: 2 biological replicates; ORFtag screens: 2 biological replicates; Cut&Run: 2 biological replicates; Recruitment assays: 1 experiment with random virus integration of tested constructs - each measured cell is an independent observation; Competition assay: 2 biological replicates; Validation of Zfp574 depletion: 2 biological replicates. Additional validations of the ORFtag strategy, namely frame-specific ORFtag screens and ORFtag-RNA-seq were performed once. All replication attempts were successful.

Randomization

Not relevant because the samples were not grouped.

Blinding

Blinding was not used in our experiments as it is not relevant - the need for transparency in identifying control samples for accurate data analysis precludes the use of blinding. However, we have maintained an unbiased approach in our data analysis to avoid confirmation bias and subjective interpretations of data.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | mouse $\alpha$ -Flag M2 (Sigma Aldrich F3165, 1:10,000), mouse $\alpha$ -V5-tag (Thermo Fisher R960-25, 1:1,000), rabbit $\alpha$ - $\beta$ -tubulin (Abcam, ab6046, 1:10,000), HRP- $\alpha$ -Mouse (Cell Signaling, 7076, 1:10,000), HRP- $\alpha$ -Rabbit (Cell Signaling, 7074, 1:10,000)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Validation      | <p>All antibodies are commercial, widely used, and were validated by the manufacturer:</p> <p>mouse <math>\alpha</math>-Flag M2 (Sigma Aldrich F3165): <a href="https://www.sigmaaldrich.com/AT/en/product/sigma/f3165">https://www.sigmaaldrich.com/AT/en/product/sigma/f3165</a>; Monoclonal ANTI-FLAG® M2 detects 2 ng of FLAG-BAP™ fusion protein on a dot blot using chemiluminescent detection. Monoclonal ANTI-FLAG® M2 detects a single band of protein on a Western blot from an E.coli crude cell lysate.</p> <p>mouse <math>\alpha</math>-V5-tag (Thermo Fisher R960-25): This antibody is functionally tested against 20 ng of an E. coli expressed fusion protein containing a V5 epitope using a chemiluminescent substrate at a 1 minute exposure. This antibody has also been tested in Western blot against 25 ng of recombinant Positope™ protein. The Positope™ control protein is a 53 kDa recombinant protein that contains seven epitope tags, including His (C-term), HisG, c-myc, and V5. Low background was observed using chemiluminescent or alkaline phosphatase reagents for detection. Using chemiluminescence as the detection method, no cross-reactivity has been observed in bacterial lysates. In mammalian lysates, a few cross-reactive proteins have been observed upon overexposure of blots.</p> <p>rabbit <math>\alpha</math>-<math>\beta</math>-tubulin (Abcam ab6046): Abcam says that "We have tested this species and application combination and it works. It is covered by our product promise.". This antibody detects a single clean band at 50kD representing beta Tubulin. This band is significantly reduced by using peptide blocking. <a href="https://www.abcam.com/en-at/products/primary-antibodies/beta-tubulin-antibody-loading-control-ab6046#">https://www.abcam.com/en-at/products/primary-antibodies/beta-tubulin-antibody-loading-control-ab6046#</a></p> <p>HRP-<math>\alpha</math>-Mouse (Cell Signaling, 7076): Affinity purified horse anti-mouse IgG (heavy and light chain) antibody is conjugated to horseradish peroxidase(HRP) for chemiluminescent detection. This product is thoroughly validated with CST primary antibodies and will work optimally with the CST western immunoblotting protocol, ensuring accurate and reproducible results.</p> <p>HRP-<math>\alpha</math>-Rabbit (Cell Signaling, 7074): Designed for use with rabbit polyclonal and monoclonal antibodies, this affinity purified goat anti-rabbit IgG (heavy and light chain) antibody is conjugated to horseradish peroxidase(HRP) for chemiluminescent detection. This product is thoroughly validated with CST primary antibodies and will work optimally with the CST western immunoblotting protocol, ensuring accurate and reproducible results.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                              |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | AN3-12 mouse embryonic stem cells is a cell line created in the Elling lab (Elling 2017, 10.1038/nature24027) and was obtained from IMBA Haplobank. PlatE cells were purchased from Cell Biolabs. LentiX cells were obtained from Clontech. Drosophila S2 cells were purchased from Thermo Fisher (#R69007). |
| Authentication                                                    | Visual inspection was used to confirm the morphology of cell lines                                                                                                                                                                                                                                           |
| Mycoplasma contamination                                          | All cell lines are negative for mycoplasma.                                                                                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                        |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | For flow cytometric analysis, cells were trypsinized and resuspended in medium.                                                                        |
| Instrument                                                                                                                                                | Intellicyt iQue Screener PLUS, BD FACS LSRFortessa                                                                                                     |
| Software                                                                                                                                                  | R, v4.2.0 and package flowCore, v2.12.2, FlowJo v10.10                                                                                                 |
| Cell population abundance                                                                                                                                 | Cell numbers are included within the manuscript: the sample size was 25,000 cells for each validation, except for N4bp1 (n=5,766) and Trim8 (n=3,775). |
| Gating strategy                                                                                                                                           | FSC/SSC gating was used to exclude dead cells and cell fragments and to analyze single cells.                                                          |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

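ORFtag RNA-seq of the activator screen in mES cells was analysed here: 1 library from expanded GFP-positive cells (sorted) and 1 from background cells (unsorted), each from 40000000 cells. The integration sites mapped by iPCR, the PRO-seq, Cut&Run and flow cytometry data behind the paper's other conclusions were not analysed here.

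The authors separated the reads by the cassette sequence at the read start, allowing 1 mismatch, trimmed this sequence, mapped the remainder to mm10, collapsed identical alignments and deposited the number of reads of each alignment as a raw count, without normalization. For each alignment they gave the overlapping exons of protein-coding genes, the exon number, the phase the cassette requires and the corrected phase of the exon. The paper's text does not name the aligner of this step. No filter on counts was seen in the files: alignments with 1 read are kept. An alignment has 1 line per overlapping exon, so each count was taken once per alignment. No molecular identifiers were used, so counts include PCR copies. No column of another series was used.

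The cassette was read from the mapped length, which is 37 nt for frame 1, 36 nt for frame 2 and 35 nt for frame 3 and matches the required phase (0, 2 and 1) in all exon alignments. Longer, untrimmed alignments have no required phase and were left out, a choice made once the files had been seen. Exon reads were summed per gene symbol, since the 2 identifiers listed for Ddit3 (ENSMUSG00000025408 and ENSMUSG00000116429) share their reads. A read was called in frame when any overlapping exon had the required phase, with reads of a single phase as an alternative. Splice acceptors, start codons, stop codons and the kinds of position outside exons were taken from GENCODE release M21 on GRCm38 (mm10); the paper used release M25 on the same build, so acceptors that differ between the releases are misplaced here.

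Shares were given with 95% Wilson intervals, which cover counting error only. With 25076611 and 34343824 reads assigned to a cassette these intervals are narrow, and the missing replicates, not the depth, limit what can be said of the conditions. A count of 3 reads was taken as the floor. The in-frame share expected without a relation of cassette and phase is the product of their marginal shares, and cassettes were shuffled over reads 10000 times, which takes PCR copies as independent and describes the library only. The libraries were compared by Fisher's exact test on reads (scipy), as a statement about the libraries alone. Per gene, log2 of the ratio of sorted to unsorted exon reads per 1000000 exon reads was taken with a pseudocount of 10 on that scale, which shrinks the ratio of genes with few reads. The median of a list was ranked among 10000 random lists, each gene replaced by 1 of the 200 genes nearest in mean level. Genes are named by a fixed rule: every gene that the paper names as a hit of the activator (25 genes), repressor (27) or PTGR screen (29), and the 10 genes with the most sorted reads. Each gene is in 1 list, and Trim28 and Zbtb45, which the paper names under both the repressor and the PTGR screen, are in the repressor list; 1 symbol, Tasor, was matched through its synonym Fam208a. Genes outside this rule (Mb, Utp6, Gon4l) were singled out after their values were seen.

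Alternatives counted each combination of cassette and acceptor exon once, left out the 10 most-read genes, asked for at least 10 reads per acceptor exon, weighted genes equally (at least 10 reads), raised the gene minimum to 3 or 10 reads, used in-frame reads only, or changed the pseudocount to 1 or 100 and the library total. Acceptors were grouped by kind of exon with at least 100 reads, or 1000 as an alternative, and only where the reads have a single phase and all transcripts of the annotation give the exon the same kind. An out-of-frame cassette was said to meet an early stop codon when its first stop codon lay more than 50 nt upstream of the last exon junction, and medians over acceptors have bootstrap intervals from 10000 draws. The gene ratios and the stop codon comparison were tested on simulated data. There, 178 of 200 genes changed by 3 on the log2 scale passed a log2 ratio of 1 in the planted direction, and none of 3800 unchanged genes did. A planted log2 ratio of -2 was recovered as -1.99. The simulated reads were independent, without PCR copies, and the shift between library totals was removed before genes were called, unlike for the real ratios. These values thus check the code and give no rate of false calls for these libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with bedtools 2.31.1.

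Of the table of integrations per gene in Supplementary Table 1, 1999 of 20409 genes were held here, so no comparison over genes was made with it and only the entries of named genes were looked up, after their RNA reads had been seen.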

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

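The tests of the 10 most-read genes were chosen after their values had been seen; the tests of reads outside exons and of first exons were worded before, although the numerical limits that decide them were set when some of the values were known, and the test of sorted reads at positions of the unsorted library was added once the count by cassettes had been seen.

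Of the 10 genes with the most sorted reads, 6 are named neither in the text of the paper nor in Fig. 1d or Fig. 2d. On the log2 scale, the ratio of sorted to unsorted reads, each per 1000000 exon reads of its library, was 7.76 for Stra8, 8.21 for Tead4, 6.22 for Foxj2, 7.83 for Ddit3, 7.19 for Tfe3 and 7.86 for Maml2. Each stood out as a signal, sorted above unsorted, in a gene named in none of these. They were picked by their rank among 66 genes outside the 3 lists whose log2 ratio was above 1, and the paper's Supplementary Table 1, held here only in part (1999 of 20409 genes), lists Foxj2 and Tfe3 as hits of the activator screen; the other 4 lie outside the part held. Over the alternatives the lowest value was 6.02 (Foxj2) and the highest 10.05 (Tead4). One technical explanation is PCR amplification of a single acceptor and cassette in each gene. In Stra8, Tead4, Ddit3, Tfe3, Maml2 and Yap1, the most-read combination of acceptor and cassette held at most 88.5% of the gene's reads (Ddit3) and as little as 41.4% (Yap1), so 1 combination is not the whole signal, although Ddit3 lies just under the limit of 90%. In Foxj2 it held 97.7%, but a second combination, with the cassette of frame 1, had 38487 sorted and 22 unsorted reads, so 1 combination is not the whole signal, although its amplification is not excluded for most of the reads. In Pxn, Foxo1 and Pprc1 the most-read combination held at least 99.966% of the reads, and there the PCR amplification of 1 combination cannot be told apart from many integrations upstream of 1 acceptor of which only the in-frame cassette is selected, because the RNA reads record neither the molecule nor the integration. Another is the expansion of a single clone, whose integration carries 1 cassette but can be spliced to several acceptors. In Tead4, Tfe3 and Yap1 the most-read cassette held at most 76.9% of the gene's sorted reads (Tead4), which argues against 1 clone with 1 integration as the whole signal. In Foxj2 it held 97.8%, but the paper counts 479 integrations in selected cells, where 14.9 would follow from the 473 in background cells, and the second combination has another cassette. That argues against 1 clone as the whole signal, although how the reads are spread over the integrations is not known. In Maml2 it held 98.7%, but 9421 sorted and 5 unsorted reads join a second cassette, of frame 2, in frame to another acceptor, so 1 clone is not the whole signal there either, although it is not excluded for most of the reads. In Stra8, Pxn, Foxo1, Ddit3 and Pprc1 the most-read cassette held at least 99.987%, and there the expansion of 1 clone cannot be told apart from many integrations of which only the in-frame cassette is selected. The paper's methods ask for at least 3 insertions in sorted samples, which bears on its hits Pxn, Foxo1 and Pprc1, but their numbers are not in the part held and a minimum of 3 does not show how the reads are spread. Depth differs between the libraries and the 10 genes take 73.9% of the sorted exon reads; leaving them out of the library totals raised these ratios. The biological explanation that the design names is activation of the reporter by the tagged protein in sorted cells. It stays open here and was not tested with these reads, which have 1 library per condition. For Pxn, the paper reports strong activation of transcription when the protein was recruited individually.

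Most unsorted reads with a cassette assigned, 68.0%, lay outside exons of protein-coding genes, against 4.70% in the sorted library. The paper's text does not discuss these reads. Of them, with the intron of the construct left out, 60.4% had no annotated gene on either strand, 23.8% were only antisense to a gene and 12.2% lay on exons of genes that are not protein-coding. Random joining of cassette and genome sequence during library preparation predicts that a position is rarely met more than once, but 81.6% of these unsorted reads started at positions joined to all 3 cassettes. These are 11390 of 81118 positions (14.0%), so the value describes reads, PCR copies included, and not positions; on exons, 12.9% of positions held 69.9% of the unsorted reads in the same way. In the sorted library the share at positions with all 3 cassettes was 2.49%, but exon reads reached only 16.0% there, so this count is low for spliced reads as well and decides nothing there. At positions that the unsorted library joins to all 3 cassettes lay 55.3% of the sorted reads outside exons, on 2734 of 8579 positions (31.9%). These values argue against random joining as the source of the larger part of the unsorted reads. They argue against it for the 55.3% of sorted reads as well. The 10 most-read positions held 53.0% of the sorted reads outside exons, against 8.86% in the unsorted library, so the sorted share may rest on few positions. The remaining reads, and most of the positions, are undecided. Splicing to unannotated acceptors may account for the repeated positions; this is a hypothesis, and the sequence at these positions was not examined.

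Reads that enter the intron of the construct at its first nucleotide made up 5.42% of unsorted and 1.24% of sorted reads with a cassette. They stood out as a class of reads the paper's text does not report on. Carry-over of genomic or plasmid DNA was not tested against unspliced RNA, and no biological explanation was tested.

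First exons have no acceptor, yet 2.83% of sorted exon reads were placed on exon number 1 alone. Of these, 87.8% came from 1 alignment in Tsx (X, plus strand, 103414535, cassette of frame 1, 593482 reads), so the value describes 1 gene. Tsx is in the list of named activators, and this alignment was in frame. The sorted reads on exon number 1 alone lay on 88 genes, and 99.4% were in frame, most of them from Tsx. The next alignment, in Med25, had 56544 reads and was in frame as well. In the unsorted library the reads on exon number 1 alone were spread over 1008 genes, led by Mb, and 58.0% were in frame. Of the reads on exon number 1 alone, 14.1% of the unsorted and 0.009% of the sorted ones started at acceptors in the annotation used here. Reads that also overlap a listed later exon of another transcript are not in this class. The low shares thus follow from the selection and cannot decide whether exon numbers of other transcripts are the source. Acceptors within first exons that the annotation lacks, or that the newer release holds, remain open, and no biological explanation was tested.

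Tnrc6a, a hit of the PTGR screen, had a log2 ratio of 1.87 in the activator screen, with 32007 sorted and 3953 unsorted reads. Of the sorted reads, 0.516% were in frame, and 30992 came from 1 alignment on exon 3 (7, plus strand, 123143750, cassette of frame 1). With in-frame reads only, the log2 ratio was -3.22. Among the 98 genes with at least 1000 sorted reads, 88 had over 90% of reads in frame and 3 had under 50%: Tnrc6a, Utp6 (1.81%) and Gon4l (1.02%). A clone carried along without activating through this protein was not tested against a start codon downstream in the transcript.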

How the results depend on the processing

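The alternatives for the coding sequence kept, kinds of exon, reads outside exons and the construct's intron were chosen after seeing the data. So were downsampling, setting low genes to 3 reads, the difference with genes weighted equally and the PTGR list with Trim28 and Zbtb45. The other alternatives were set before the data were examined. The comparisons were as well, except where other sections say that a test or comparison followed a look at the data. No paired analysis was possible because each condition has 1 library. A share was taken to have moved when it left its 95% Wilson interval, which at this depth happens with changes too small to matter, and a median when it changed at the second decimal. Triples give frames 1, 2 and 3, and pairs sorted, then unsorted.

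With each combination of cassette and acceptor exon counted once, in-frame shares were 65.1% and 54.0%, by cassette 71.5%, 64.1% and 54.0% (sorted) and 61.4%, 54.4% and 43.0% (unsorted). The difference between the libraries fell from 27.0 to 11.1 percentage points and kept its direction, as it did without the 10 most-read genes, with reads of a single phase and at acceptor exons with at least 10 reads (26.1 to 27.2). Cassette shares were 41.3%, 38.4% and 20.3%, and 38.8%, 34.1% and 27.1%. The 10 genes with the most combinations, which need not be the most-read ones, held 3.26% and 0.777%. Exon 2 took 48.1% and 42.5%, annotated acceptors 91.7% and 92.6%, and exon number 1 alone 2.57% and 3.61%. Over 90% of the coding sequence was kept in 40.6% and 37.5%. By construction this setting removes the weight of read numbers, and combinations with 1 read weigh as much as any.

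Without the 10 most-read genes of each library, in-frame shares were 97.5% and 71.3%, by cassette 98.1%, 97.4% and 95.3% (sorted) and 75.7%, 72.5% and 61.8% (unsorted). Cassette shares were 55.5%, 27.6% and 16.9%, and 41.4%, 35.6% and 23.1%. Exon 2 took 36.9% and 57.6%, annotated acceptors 87.6% and 95.5%, exon number 1 alone 10.8% and 2.31%, and over 90% of the coding sequence was kept in 37.2% and 45.0%. The order of the libraries thus turned for exon 2, annotated acceptors and the coding sequence kept. With combinations counted once it turned for annotated acceptors and exon number 1. Of the 6242995 sorted exon reads left without the 10 most-read genes, 5470186 started at annotated acceptors. The alignment in Tsx with 593482 reads on exon number 1 makes up most of the others. The turn for annotated acceptors without the 10 genes thus rests largely on 1 gene. The cause of the other turns was not tested.

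With reads of a single phase, in-frame shares were 98.6% and 71.4%; by cassette, the sorted shares of frames 2 and 3 were 98.99% and 95.3%, and the unsorted shares 75.6%, 73.0% and 61.2%. At acceptor exons with at least 10 reads, the sorted share was 98.703% in place of 98.698%, and the other in-frame shares stayed within their intervals. With genes weighted equally, the shares were 71.6% over 1143 genes and 68.0% over 10876 genes, and their difference was 3.63 percentage points; the cause was not tested.

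Sorted genes numbered 1462 at a minimum of 3 reads and 1147 at 10, against 2555, since many had 1 or 2 reads; unsorted genes stayed within 1.5 times of 11737 (10432 to 11342). The planned downsampling of the unsorted library was not run, because it holds fewer exon reads than the sorted library; the sorted library brought down to its number kept 1994.56 genes on average over 100 draws. With in-frame reads only, the 10 most-read genes held 74.4% and 7.43%.

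Median log2 ratios of the named activators, repressors and PTGR proteins were 4.36, -3.56 and -3.43. They were 4.43, -6.71 and -6.57 with a pseudocount of 1, 3.81, -1.06 and -0.99 with 100, 4.09, -3.45 and -3.22 with in-frame reads, 6.20, -3.63 and -3.50 with library totals without the 10 most-read genes, and 4.43, -4.09 and -3.62 over genes with at least 10 reads. With no pseudocount and genes at or under 3 reads set to 3 reads they were 4.47, -9.28 and -9.61; 18 of 23 repressors and 16 of 23 PTGR proteins were then at the floor in the sorted library, so the last 2 medians are bounds. With Trim28 and Zbtb45 in the PTGR list as well, its median was -3.48. Each list kept its sign, and the size of the negative medians depends on the pseudocount. Of 348 values of single named genes under an alternative, 311 changed at the second decimal, and 4 genes changed sign under at least 1: Kmt2c, Zc3h7b, Taf4b and Tnrc6a.

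Reads outside exons made up 64.9% and 70.4% of distinct positions, so in sorted cells these positions are many but little read. Reads into the construct's intron changed by less than their interval.

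With acceptors weighted equally, in-frame shares by kind of exon were 85.3% and 78.9% at internal coding exons, 65.6% and 36.6% at last exons, 85.001% and 59.7% at exons with the start codon, and 35.9% and 37.6% at 5′ UTR exons. At acceptors with at least 1000 reads they were 99.1% and 79.9% at internal coding exons, 98.5% and 38.6% at last exons, 99.95% and 69.9% at exons with the start codon, and 47.5% at unsorted 5′ UTR exons. The sorted value at 5′ UTR exons rests on 4 acceptors, none of them with 1000 reads. Only acceptors whose reads have a single phase and whose transcripts give the same kind of exon were used. This leaves out the acceptor of Ddit3 with 965365 sorted reads, which have more than 1 phase.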

Differences from the paper's values

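No test in this part was chosen after its result was seen, since none was run. The paper's text gives no value of its own for a measure computed here from the RNA reads, so the differences below are of statements and directions.

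The paper's methods pair the cassettes of frames 1, 2 and 3 with exon phases 2, 1 and 0. The deposited alignments give a required phase of 0 for frame 1, 2 for frame 2 and 1 for frame 3, and all in-frame shares here use the deposited pairing. By the construct sequences in the methods, frames 1, 2 and 3 carry 0, 1 and 2 extra nucleotides before the splice donor. This leaves 0, 2 and 1 nucleotides to complete a codon, which is the deposited pairing.

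The paper states that first exons cannot be probed, because they lack acceptors. In the RNA reads, 2.83% of sorted and 2.16% of unsorted exon reads were placed on exon number 1 alone; none of the alternatives set before the data were examined brought these shares to 0.

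The paper names Kmt2a, Zfp574, Zc3h7b, Ss18, Kmt2c and Taf4b as hits of the activator screen, on the basis of integrations. Another measure, their RNA reads per 1000000 exon reads, was lower in the sorted than in the unsorted library; in number of reads, Kmt2c (1521 sorted and 1044 unsorted) and Taf4b (387 and 253) were higher. Of these, only Kmt2a is in the part of Supplementary Table 1 held here (1999 of 20409 genes), with a log2 odds ratio of 3.92 reported by the paper. Kmt2a had 9.37 reads per 1000000 exon reads in the sorted and 67.5 in the unsorted library, and the other 5 genes had log2 ratios of -1.22, -1.17, -0.59, -0.51 and -0.33. With library totals without the 10 most-read genes, the ratio was above 0 for Zc3h7b (0.34), Kmt2c (1.18) and Taf4b (1.06). No alternative raised Kmt2a (-2.72 to -0.61), Zfp574 or Ss18 above 0. Zfp574 (35 sorted and 184 unsorted reads) and Ss18 (48 and 89) had few reads. In these libraries, in which a few genes take most sorted reads, a ratio of 0 is not the middle of the genes. The median over all genes with reads was -1.47, with Kmt2a below it and the other 5 genes above. With a pseudocount of 1 this median was -4.17, and Kmt2a and the other 5 genes lay above it. Lmo4, also named by the paper, had no exon read in either library.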

Other observations

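The tests of a wrong cassette, of a few acceptors with very many reads and of the longer mapped sequence of 1 cassette were chosen after the in-frame share of the unsorted library had been seen, and the kinds of exon were compared in an exploration of the data before their tests were worded.

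Named hits of the activator screen had a median log2 ratio of 4.36 of sorted to unsorted reads, and 18 of 25 lay above 0. The median of random lists of the same size, drawn from the 200 genes nearest in mean level, was -3.98. The median of the hits lay above all 10000 of them (percentile 100.0). Only 98 genes had at least 1000 sorted reads, against 3754719 for Pxn, so the most-read hits were replaced by genes of lower level. The mean level also includes the sorted reads themselves. For these hits the rank thus cannot separate enrichment from level. It describes these libraries, in which a few genes take most sorted reads. The paper called these hits from integrations in sorted cells of the activator screen, the screen this RNA comes from. Their higher ratio is thus not independent support for them. Genes named as hits of the repressor and PTGR screens had medians of -3.56 (percentile 14.9, 0 of 27 above 0) and -3.43 (percentile 23.8, 1 of 29 above 0, Tnrc6a). Of these, 4 repressors and 3 PTGR proteins had no read in either library. The percentile depended on the setting. For repressors it ran from 4.155 (pseudocount 1) to 25.8 (genes with at least 10 reads). For PTGR proteins it ran from 16.2 (library totals without the 10 most-read genes) to 40.7 (pseudocount 100). Over the 11802 genes with reads, the median was -1.47.

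Background cells were not selected for a function of the tagged protein, but 71.7% of their reads were in frame, where 37.1% would be in frame if cassette and phase were independent. In the 9240 genes without any sorted read the share was 70.6%, so reads carried over from the sorted library are not the source. A wrong cassette or wrong trimming moves the start of the mapped part by 1 or 2 nt, but only 4.24% of the reads did not start at an annotated acceptor, fewer than the excess of 34.6 percentage points would need. The mean over acceptors with at least 100 reads was 71.3%, so a few deeply read acceptors do not make the excess. For exons of phase 0, 1 and 2 the matching cassette was 2.00, 2.36 and 2.09 times as frequent as outside exons, whereas a cassette that maps better would exceed its share at 1 phase and fall short at another.

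The excess depended on the kind of exon, compared at acceptors whose reads have a single phase and whose transcripts give the same kind. In the unsorted library it was largest at internal coding exons, with 79.7% in frame over 7305 acceptors against 34.6% if independent, and was small at last exons, with 38.01% over 946 acceptors against 34.7%. Exons with the start codon had 67.6% and 5′ UTR exons 44.9%. Low read numbers do not explain the last exons, since those with at least 1000 reads had 38.6%. In the sorted library last exons reached 97.8% over 29 acceptors; with acceptors weighted equally this was 65.6%.

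One hypothesis is that transcripts whose frame runs into an early stop codon are lost, as in nonsense-mediated decay. Only stop codons in the frame of the tag are counted here, and by these a fusion to the last exon would escape. The stop codon of the resistance gene, ahead of the tag on the same transcript, precedes every junction in all cassettes and is left out. At acceptors where 1 out-of-frame cassette meets its first stop codon more than 50 nt upstream of the last junction and the other does not, the cassette with the early stop may then have fewer reads. The median log2 ratio of the former to the latter, each relative to its share outside exons, was -3.19 over 446 acceptors of the unsorted library (95% bootstrap interval -4.26 to -2.61), and 379 acceptors lay below 0. At the 74 acceptors with at least 1000 reads it was -2.76. All 6 pairings of cassettes gave medians below 0, from -5.78 to -1.84. The comparison is between out-of-frame cassettes, so the function of the full-length protein does not enter, but acceptors are not replicates and the pattern was found and tested on the same library. Loss of cells under G418, whose resistance gene lies on the same transcript as the tag, would follow such a loss of RNA and was not separated from it. A difference between sorted and unsorted cells in this respect stays open, since too few sorted acceptors qualified.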
